# Deletions of singular U1 snRNA gene significantly interfere with transcription and 3’-end mRNA formation

**DOI:** 10.1371/journal.pgen.1011021

**Published:** 2023-11-02

**Authors:** Mei Wang, An-Min Liang, Zhen-Zhen Zhou, Ting-Lin Pang, Yu-Jie Fan, Yong-Zhen Xu

## Abstract

Small nuclear RNAs (snRNAs) are structural and functional cores of the spliceosome. In metazoan genomes, each snRNA has multiple copies/variants, up to hundreds in mammals. However, the expressions and functions of each copy/variant in one organism have not been systematically studied. Focus on U1 snRNA genes, we investigated all five copies in *Drosophila melanogaster* using two series of constructed strains. Analyses of transgenic flies that each have a U1 promoter-driven *gfp* revealed that *U1*:*21D* is the major and ubiquitously expressed copy, and the other four copies have specificities in developmental stages and tissues. Mutant strains that each have a precisely deleted copy of U1-gene exhibited various extents of defects in fly morphology or mobility, especially deletion of *U1*:*82Eb*. Interestingly, splicing was changed at limited levels in the deletion strains, while large amounts of differentially-expressed genes and alternative polyadenylation events were identified, showing preferences in the down-regulation of genes with 1–2 introns and selection of proximal sites for 3’-end polyadenylation. *In vitro* assays suggested that *Drosophila* U1 variants pulled down fewer SmD2 proteins compared to the canonical U1. This study demonstrates that all five U1-genes in *Drosophila* have physiological functions in development and play regulatory roles in transcription and 3’-end formation.

## Author summary

Small nuclear RNAs (snRNAs) are the core of the spliceosome, which catalyzes the removal of introns. In metazoan genomes, each snRNA has multiple copies with variant sequences, up to hundreds in mammals, in which many singular copies/variants have shown function and are related to human diseases. However, expressions and functions of all snRNA copies in one organism have remained unknown. U1 snRNA is critical for early intron recognition and spliceosome assembly. The *Drosophila* genome has five U1 genes that generate three U1 variants. Here, we report that the *U1*:*21D* is ubiquitously high in all tissues and developmental stages, *95Ca* is high in the salivary gland and male accessory gland, and *82Eb*, *95Cb*, and *95Cc* are expressed in the ovary and embryo. Deletions of each singular U1-gene cause various developmental defects, demonstrating that none of them are pseudogenes. The absence of a U1-gene results in more serious defects in transcription and 3’-end formation than in pre-mRNA splicing, showing large amounts of expression-changed genes and alternative polyadenylation changes but much fewer changes in alternative splicing. Thus, our findings advance the understanding of *in vivo* functions of all the U1 snRNA genes in one organism.

## Introduction

Coding sequences of eukaryotic genes are interrupted by introns, which must be removed through pre-mRNA splicing that is catalyzed by a large and dynamic RNA-protein complex, the spliceosome [1,2]. Two spliceosomes coexist in most of the higher eukaryotes, the U2-type and the U12-type [3,4]. The U2-type spliceosome, aka the major spliceosome, is composed of U1, U2, U4, U5, and U6 small nuclear RNAs (snRNAs) and over 100 proteins, and catalyzes the removal of >99.5% introns. The U12-type spliceosome, aka the minor spliceosome, is composed of U11, U12, U4atac, U5, U6atac snRNAs, and over 100 proteins, removing much fewer introns [5,6].

snRNA components are the core of the spliceosome, they are bound with proteins to assemble small nuclear ribonucleoproteins (snRNPs) and are responsible for intron recognition, spliceosome assembly, and catalysis [7]. Typically, there are four conserved intronic signals in a pre-mRNA molecule, including the 5’ splice site (5’SS), 3’ splice site (3’SS), a polypyrimidine tract (PPyT), and branch site region (BS). Interactions between the snRNAs and intron signals are critical during the processing of pre-mRNA splicing. For example, 6–8 nucleotides at the 5’-end of U1 snRNA in U1 snRNP base-pairs with the 5’SS of pre-mRNA and initiates the spliceosome assembly on the nascent messenger RNA [8–10], the branch-site recognition motif (4–10 nts) of U2 snRNA base-pairs with the BS region of the U2-type intron that allows for stable assembly of the pre-spliceosome [11–13], and the U2/U6 snRNAs mediate catalysis within the spliceosome [14,15].

U1, U2, U4, U5, U11, U12, and U4atac snRNAs are transcribed by the RNA polymerase II (Pol II), and the U6 and U6atac snRNAs are transcribed by the RNA polymerase III [16]. All the snRNAs are highly structured with multiple intramolecular RNA helices [Reviewed in 6,17]. The Pol II-transcribed mature snRNAs have a 5′-trimethylguanosine cap and a 3′ stem-loop structure that is recognized by the survival of motor neuron (SMN) protein [18,19], while the Pol III-transcribed mature snRNAs have a 5′-γ-monomethylphosphate cap and a 3′ stem-loop for binding of Lsm proteins [20]. Structures and key primary sequences of the spliceosomal snRNAs are highly conserved across species [21–23].

Although spliceosomal snRNAs are present in the unicellular organism *S*. *cerevisiae* as a single copy, they are always present as multiple copies with sequence variations in metazoans, ranging from 5 copies with variations of U1 snRNA in the *D*. *melanogaster* genome to around 200 copies/variants of U1, U2 snRNAs in the mammal genomes, and even to ~1,000 copies/variants of U6 snRNA in the human genome [24–28]. Origins of the multiple copies of spliceosomal snRNAs were proposed from retrotransposons [26,29]. The existence of multiple snRNA copies suggests that they may play indispensable roles in pre-mRNA splicing and other procedures during gene expression in higher eukaryotes.

Initially, the human U1 snRNA gene family was characterized as at least three classes in structure and proposed cycles of gene amplification and transposition in the expansion of multiple copies of these genes [30,31]. Relative expression levels among the spliceosomal snRNA copies/variants are different in tissues and during differentiation and development [23,24,28,32,33]. It has been recently found that snRNAs display distinct expression patterns across five human cell lines and adult and fetal tissues, all U1 snRNA variants are more than 1000-fold less abundant in spliceosomes than the canonical U1, whereas at least 1% of spliceosomes contain a variant of U2, U4 or U5 snRNA, suggesting that each spliceosome is composed by different variants from the five snRNAs [28]. In addition, the maturation and stability of snRNA variants can be selectively regulated by TOE1, an enzyme involved in the 3’-end processing of snRNAs [34].

Pre-mRNA splicing can generate multiple mRNA isoforms from one gene through alternative splicing (AS), which significantly increases the genome and proteasome complexities and regulates gene expression during cell differentiation and development [35–37]. Mutations or deletions in the spliceosomal components and intronic splicing signals are key factors causing developmental defects and human diseases [38–42]. Much evidence has shown that mutations of the spliceosomal snRNAs also greatly affect the correct occurrence of pre-mRNA splicing and result in defective development and diseases [43–46]. For example, the first in vivo study about snRNA variants shows that a mouse model carried mutations in *Rnu2-8*, one of the U2 genes, exhibits ataxia and neuron degeneration, suggesting that the expression of U2 genes is spatially and temporally regulated [45].

U1 snRNA (U1), one of the most abundant non-coding RNAs in cells, is highly conserved in length (164 nt) and secondary structure except in *S*. *cerevisiae* which has additional long loops [47]. U1 also has been found in the regulation of transcription by interacting with the SAGA complex [48], of chromatin retention through binding with IncRNAs [49], and of the mRNA 3’-end polyadenylation through telescripting [19,50,51]. Knockout or inhibition by antisense morpholino oligonucleotides (AMO) of U1 genes results in an increased accumulation of unspliced pre-mRNAs and premature cleavage/polyadenylation [51,52], and the low doses of U1 AMO increase migration and invasion of cancer cells [52]. Abnormal U1 snRNAs have been detected in patients’ brains with Alzheimer’s disease [53], and Tau can bind to the protein components of U1 snRNP in *Drosophila* leading to splicing disorder and neuronal degeneration [54], suggesting that U1 snRNP may be a potential pathogenesis and target of Alzheimer’s disease [55]. Recently, a highly recurrent hotspot mutation (r.3A>G) of U1 snRNA was found in the Sonic hedgehog (SHH) medulloblastomas, leading to significantly disrupted RNA splicing and an excess of 5’ cryptic splicing events in tumors [44].

Expression of snRNA variants in one organism has been studied in the fly, mouse, and human [22,24,27,28]; however, expression of each snRNA copy in one organism has not been identified due to the same sequences of many copies, and the *in vivo* functional analysis of all copies/variants in one organism has not been systematically studied. Taking advantage of the powerful genetic systems, here we focused on the U1 snRNA and systematically investigated all five *Drosophila melanogaster* U1 genes. We constructed two series of U1-gene strains, one being transgenic strains of U1 promoter-driven *gfp* that allows for detection of each U1-gene’s expression in various developmental stages and tissues, and the other being CRISPR/Cas9-mediated precise U1-gene deletion strains that allow for the investigation of phenotypes and effects on multiple RNA processing steps, including transcription, splicing, and 3’-end formation. Further *in vitro* pulldown assays reveal that the *Drosophila* U1 variants have different activities in binding with SmD2 proteins.

## Results

### *U1*:*21D* is ubiquitous, while the other four U1 genes are stage or tissue-specific

Compared to hundreds of copies in mammals, U snRNA genes are in the single digits in *D*. *melanogaster*, allowing us to investigate the functions of each copy (Fig 1A and S1A Fig). There are five copies of U1-genes in the fruit fly, in which the *U1*:*21D* gene is located on chromosome 2, while the other four (*82Eb*, *95Ca*, *95Cb*, and *95Cc*) are on chromosome 3R (Fig 1A). Sequence variations of the five U1 snRNAs are small. U1 snRNA transcribed from *21D*, *95Ca*, and *95Cb* are the same and annotated as the canonical U1; the *95Cc* has a position 123 U-to-C variation, and the *82Eb* has a position 134 G-to-U variation (Fig 1A). Both variation sites are in or very close to the Sm protein binding site, which is critical for the assembly of spliceosomal snRNPs (S1B Fig). We aligned the upstream and downstream 1 Kb sequences of the five U1 genes. Although it is hard to determine the copy-specific promoter motif sequences, we found that three U1 genes, *21D*, *82Eb*, and *95Ca*, have closer sequence similarities than the other two U1 genes, *95Cb*, and *95Cc* (S2 Fig). To accurately distinguish the expression of each U1 gene, we constructed five transgenic fly strains; each has a respective U1-promoter-driven *gfp* followed by its U1 termination region, which was inserted into the attP40 site on chromosome 2L (Fig 1B). The total endogenous U1 snRNAs in the five transgenic strains were at similar levels (Fig 1C bottom), suggesting that insertion of the transgenic U1-driven *gfp* did not affect the expression of the endogenous U1 snRNAs. Therefore, the expression of each U1 gene can be detected by the GFP signals from its transgenic fly. Using RT-qPCR, we first measured *gfp* mRNA levels in samples from the four developmental stages, including the embryo, the 3^rd^ instar larva, the pupa, and the adult (Fig 1C). In comparison to *gapdh*, all five U1-*gfp* were relatively abundant at the embryonic stage, in which *21D-*, *95Ca-*, and *95Cb*-*gfp* were at similarly high levels, and *82Eb-* and *95Cc*-*gfp* were relatively lower (Fig 1C lanes 1–5). In contrast, only *21D*- and *95Ca*-*gfp* were abundant at the 3^rd^ instar larva and adult stages, and only *21D-gfp* was abundant at the pupa stage; the other three U1*-gfp*s were at very lower levels in those three stages (Fig 1C lanes 6–20).

**Fig 1:**
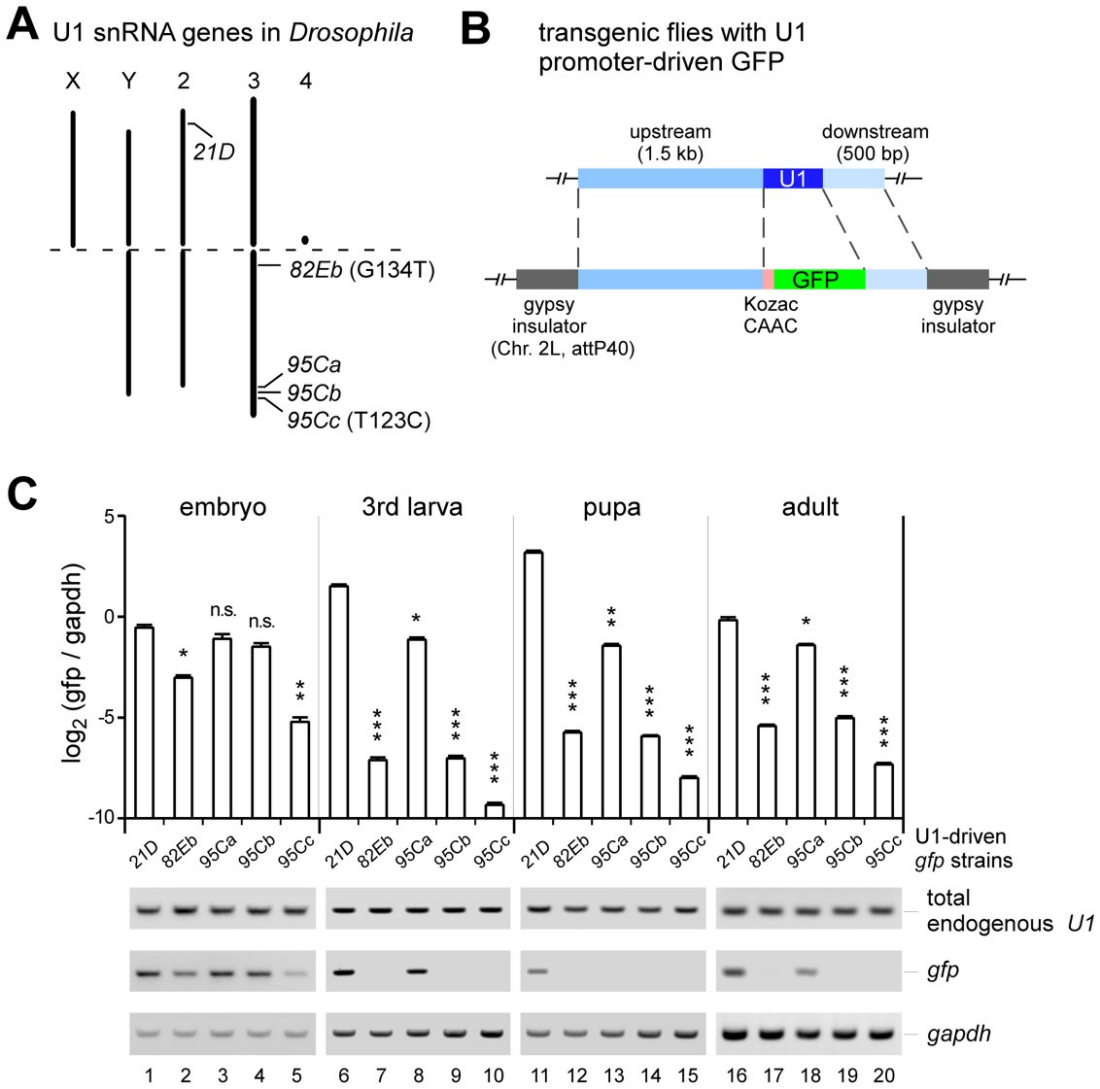
Expression of singular U1 snRNA genes during the *Drosophila* developmental stages. (**A**) Schematics of genomic loci of the five *Drosophila* U1 snRNA genes. (**B**) Strategy for construction of transgenic flies of the five U1-driven *gfp*. (**C**) Quantitative RT-PCR analyses of the *gfp* mRNAs that are driven by each singular U1-genes at the four *Drosophila* developmental stages. Regular RT-PCRs were also performed for the detection of the total endogenous U1 snRNAs. ΔCt = Ct_U1-driven *gfp*_—Ct_*gapdh*_, all Ct values were less than 40 cycles. All data are shown as means ± SEM, and a *t*-test was used for statistical analysis. *, p < 0.05; **, p < 0.01; ***, p < 0.001.

Taking advantage of the GFP signal, we then detected tissue specificities of U1 genes by fluorescent microscope. At the 3^rd^ larva stage, the GFP signal from the *21D*-*gfp* was detected ubiquitously all through the body and the expression of *95Ca*-*gfp* was around the salivary gland region, while the other three U1s did not show detectable signals (Fig 2A). Furthermore, we dissected the salivary gland and found that the *21D*-*gfp* strain showed strong green fluorescent signals in the salivary gland and its associated fat tissues, whereas the *95Ca-gfp* strain showed strong signal only in the salivary gland, and the other three U1s showed no detectable signals (Fig 2B). Similarly, samples from the male accessory gland and head of the *21D-* and *95Ca-gfp* transgenic flies exhibited strong GFP (or *gfp* mRNA) signals, but those tissues from the other three *U1-gfp* strains did not (Fig 2C and 2D). GFP signals in the accessory gland are exclusively condensed in the secondary cells interspersed at the distal tip of each accessory gland lobe [56]. No GFP signals were detected in the main cells or other cells (Fig 2C). Fluorescent signals from adults were also consistent with the above RT-qPCR results, both females and males of the *21D-gfp* strain exhibited the strongest GFP signals (S3A Fig). Interestingly, the *U1-gfp* mRNAs were at similar levels in ovaries from all five transgenic strains (Fig 2E), as well as their fluorescent signals (S3B Fig). This is consistent with the *gfp* mRNA levels in embryos (Fig 1C), implying that transcription of all five U1s are at roughly similar levels from the egg in the ovary to the embryonic stage.

**Fig 2:**
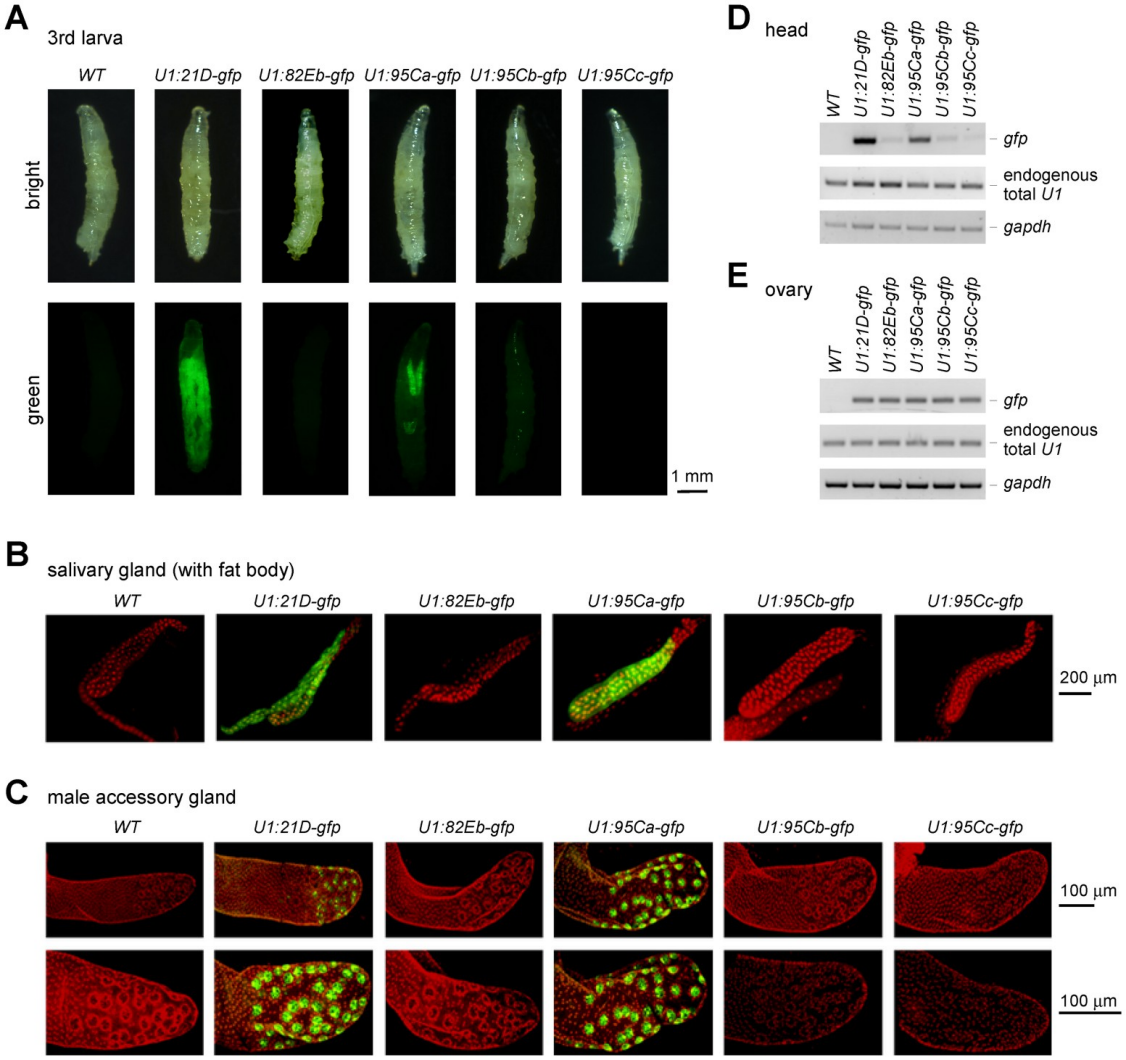
Expression of singular U1 snRNA genes in *Drosophila* tissues. Fluorescent signals of U1-gene-driven GFPs were detected for larvae by stereoscope imaging (**A**), for the salivary gland (**B**), and male accessory gland (**C**) by confocal imaging. Scales are indicated; green, GFP; red, DAPI. (**D**) Detection of the U1-driven *gfp* mRNAs in the head by RT-PCR. (**E**) Detection of the U1-driven *gfp* mRNAs in the ovaries by RT-PCR.

We also retrieved ChIP-seq data of *Drosophila* transcription factors (TFs) from the ChIP-Atlas [57]. Defined by the AnimalTFDB [58], we obtained 45 TFs have binding peaks on the five U1-genes (S4A Fig). Interestingly, we noticed that the *95Ca* gene is strongly co-immunoprecipitated by Trl in the salivary gland (S4B Fig). Trl is a GAGA transcription factor that is involved in chromatin modification [59]; its strong binding might be the reason for the high expression of *95Ca* promoter-driven *gfp* in the salivary gland (Fig 2B).

Taken together, we conclude that *21D* is the major U1 gene in expression, which is ubiquitously and highly transcribed in all *Drosophila* tissues and developmental stages; *95Ca* is the secondly abundant U1 gene in expression, which has specificities in the salivary gland and male accessory gland; whereas other three U1s, *82Eb*, *95Cb* and *95Cc*, are only expressed relatively high in ovary and embryo.

### Singular U1-gene deletions result in inconsistent changes in the remaining total U1 snRNAs

To investigate the function of each U1 gene, we further constructed deletion strains of each U1 through CRISPR/Cas9-mediated genome editing, in which the region containing promoter, transcript, and termination were precisely deleted, depending on the selected suitable PAM sequences for guide RNAs (Fig 3A). Screened by genomic PCRs and Sanger sequencing, the five U1-gene deletion strains were successfully obtained (Fig 3B). We then examined how much total U1 snRNAs are left when one U1-gene is deleted during the four developmental stages. Deletion of the ubiquitously-expressed *21D* (*21D*^*Δ/Δ*^) resulted in a significant decrease of the remaining total U1 snRNAs in embryo and larva, but no obvious changes in adult, and even resulted in a significant increase in pupa (Fig 3C). Similarly, deletion of *95Ca*, the second major U1 gene, resulted in a decreased total U1 snRNAs in embryo and larva, but no obvious changes in pupa or adult. Oddly, among the other three less-expressed U1 genes, the *95Cb*^*Δ/Δ*^ strain exhibited a significant increase of remaining total U1 snRNAs in larva and adult and no obvious changes in embryo or pupa, whereas the *82Eb*^*Δ/Δ*^ strain showed a dramatic decrease of the total U1s in the embryo and no obvious changes in other three stages (Fig 3C). We also observed fluctuant changes of other spliceosomal snRNAs in these five U1-gene deletion strains (Fig 3D), consistent with a recent study from mammals [60]. The most obvious changes include: i) the U2 and U4 snRNAs were significantly increased at the pupa stage in the deletion of *21D*, *82Eb*, and *95Ca* strains, but were decreased at the larva stage in the deletion of *95Cc* strain; ii) the fluctuant changes were smaller at embryo stage than at the other three stages. Taken together, these results imply that the expression of the five U1 genes would be controlled by an unknown regulatory network, in which regulation of other spliceosomal snRNAs might be also involved.

**Fig 3:**
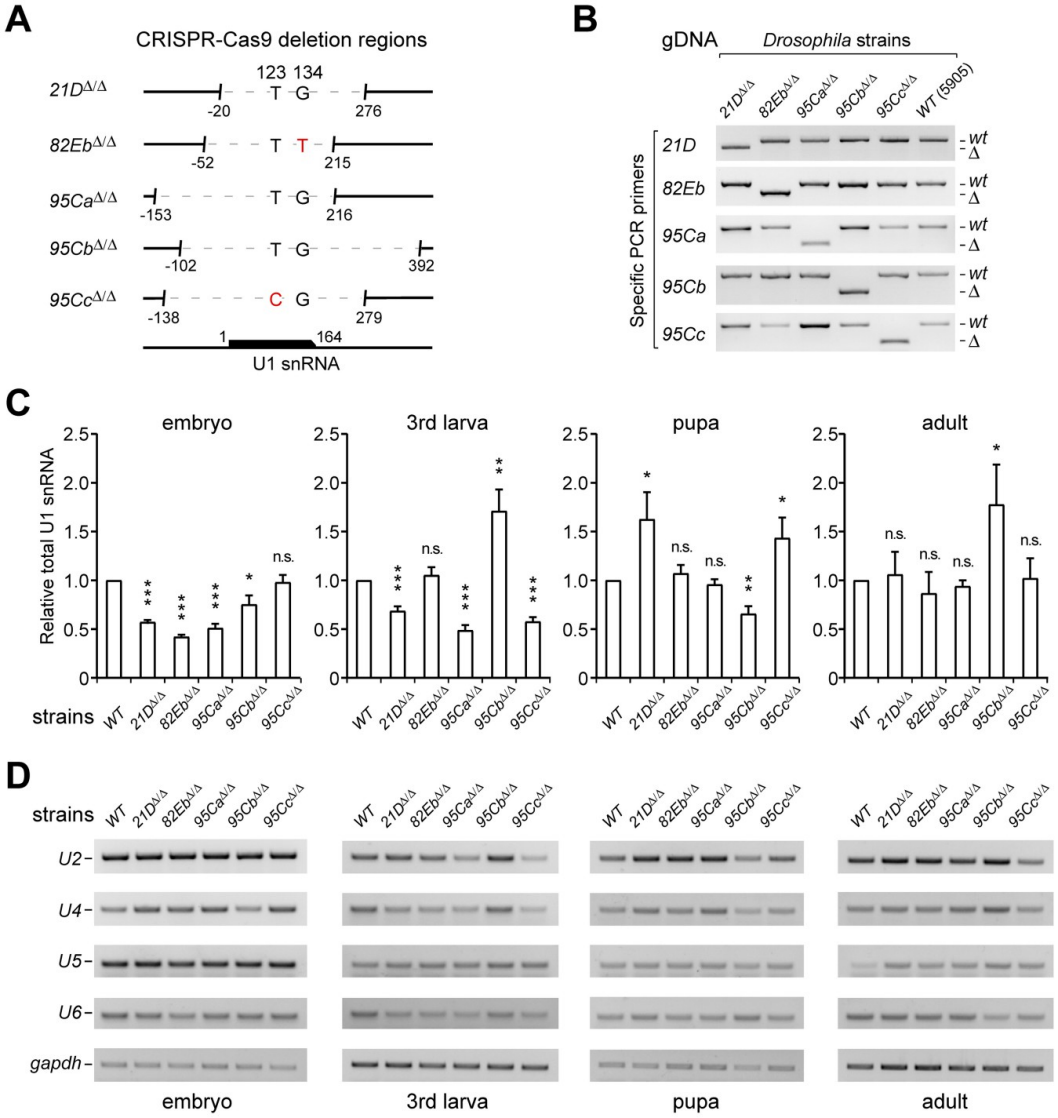
Deletions of each U1-gene result in fluctuated levels of snRNAs during the *Drosophila* developmental stages. (**A**) Deletion regions of the five U1-genes by a CRISPR/Cas9 mediated knock-in system. Dashed lines, deletion regions. Positions and variation sites are indicated. (**B**) Confirmation of the five U1-gene deletion strains by genomic PCRs using specific primers. (**C**) The remaining total endogenous U1 snRNAs in the five U1-gene deletion strains fluctuated in the four *Drosophila* developmental stages. Total U1 snRNAs were detected by real-time RT-PCR using common primers. (**D**) Detection of other spliceosomal snRNAs in the U1-gene strains using regular RT-PCR. ΔCt = Ct_U1 snRNA_—Ct_*gapdh*_, all Ct values were less than 40 cycles, normalized by values in the *WT* strain and compared by *t*-test. All data are shown as means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

### Singular U1-gene deletion strains have defects in development and mobility

Firstly, we examined and found that none of the five deletion strains were lethal or sterile, suggesting that no singular U1-gene is essential for the survival of *Drosophila*. We then investigated their phenotypes in viability, morphology, and mobility, including rates of hatching, pupation and eclosion, lifespan, larva locomotion, and adult climbing. To our surprise, deletion of the ubiquitously-expressed U1-gene, *21D*^*Δ/Δ*^, was not the most affected strain with defective phenotypes and even had an elongated lifespan of adults (Fig 4). In contrast, deletion of the two less-expressed U1s, *82Eb*^*Δ/Δ*^, and *95Cb*^*Δ/Δ*^, exhibited more seriously defective phenotypes, especially the *82Eb*^*Δ/Δ*^ (Fig 4). For example, both the *82Eb*^*Δ/Δ*^ and *95Cb*^*Δ/Δ*^ strains had significantly decreased hatching rates, shorten lifespan, and impaired larva locomotion and adult climbing (Fig 4A, 4D, 4E and 4F), and *82Eb*^*Δ/Δ*^ also had a slightly decreased rate of eclosion (Fig 4C). Notably, larvae from all the U1-deletion strains had significantly impaired locomotion abilities (Fig 4E), while only adults from the *82Eb*^*Δ/Δ*^ and *95Cb*^*Δ/Δ*^ strains exhibited defects in climbing (Fig 4F). Although many of the phenotypic effects of deleting a single U1 gene are minimal, these results demonstrate that each of the five *Drosophila* U1-genes is functionally involved in various aspects of development and that the extents of their contributions are not fully correlated with their relative expression levels.

**Fig 4:**
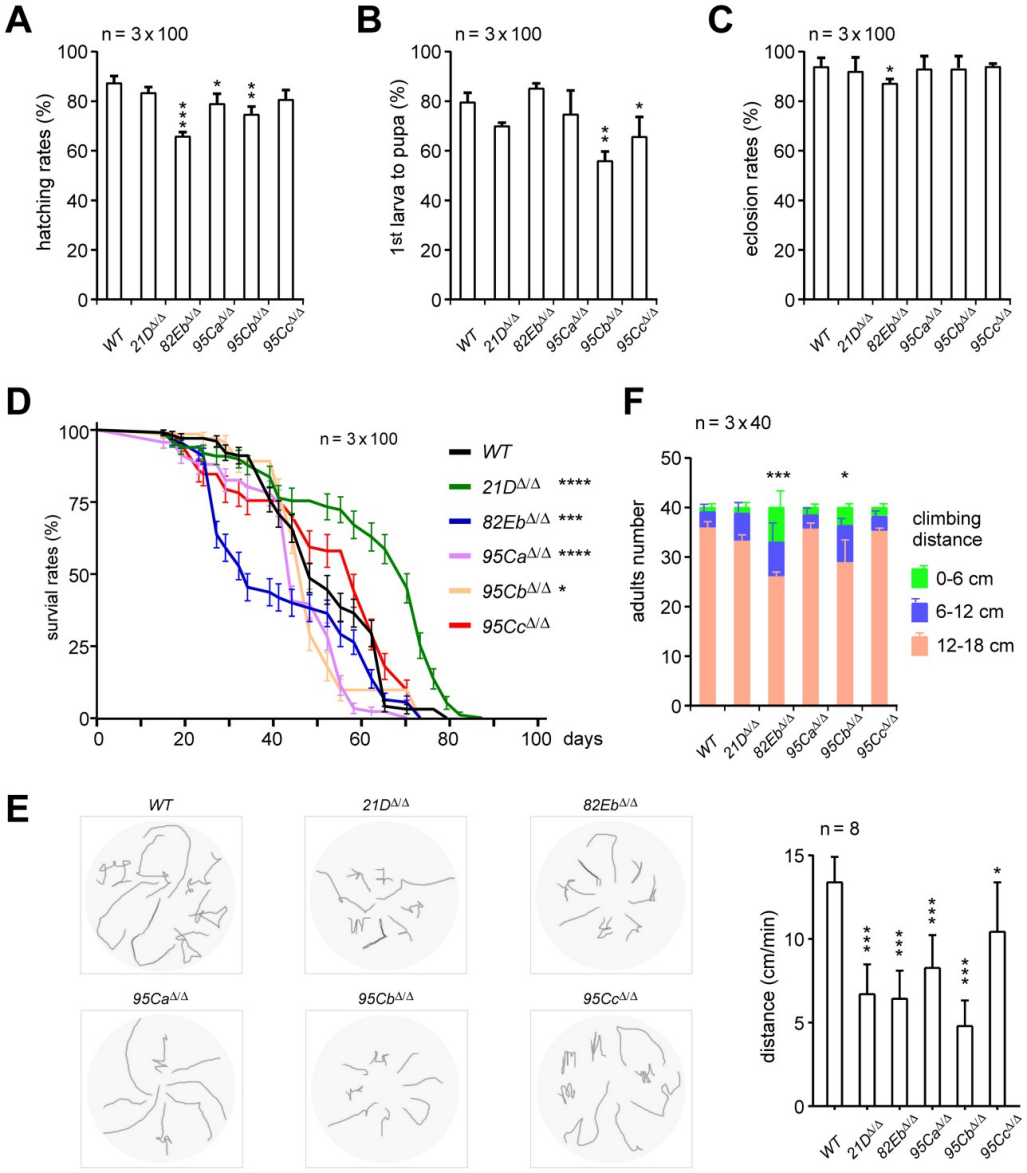
U1-gene deletion strains exhibit various defective phenotypes in *Drosophila* development and mobility. Investigation of the developmental phenotypes for the five U1-gene deletion strains, including hatching rates (**A**), pupation rates (**B**), eclosion rates (**C**), and lifespans (**D**). Detection of mobility defects in larvae locomotion **(E**) and adults climbing (**F**) for the singular U1-gene deletion strains. All data are shown as means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

In addition, homozygotic double-deletion of *21D* and *95Ca* genes, the most two abundant U1-genes detected by the above U1-driven *gfp* signals, resulted in the lethality of *Drosophila* at its embryonic stage; whereas their heterozygotic double-deletion and homozygotic double-deletion of other U1-gene combinations were still viable (S4C and S4D Fig).

### Transcription is seriously affected, especially in the *82Eb*^*Δ/Δ*^ strain

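Total RNA of third-instar larvae from the WT and the 5 U1-gene deletion strains (21D, 82Eb, 95Ca, 95Cb and 95Cc, each homozygous for the deletion of a single U1 gene) was sequenced in 3 replicates per group, 18 libraries in 6 groups. The authors extracted the RNA with TRIzol, treated it with DNase I, sequenced paired-end reads on an Illumina platform, trimmed them with Trimmomatic, mapped them to the Drosophila genome (dm6) with HISAT2 and counted reads per gene with featureCounts. The deposited values are these raw counts for 17562 genes, without normalization. The total counts of replicates 1, 2 and 3 were 21776613, 11919121 and 16767688 in the WT, 20998617, 13585748 and 17683944 in 21D, and 20335970, 14257152 and 18325279 in 82Eb. They were 20117574, 20858245 and 12518047 in 95Ca, 20177495, 19911137 and 13717867 in 95Cb, and 18204001, 16488259 and 15964130 in 95Cc. Each deletion strain was compared with the WT in its own fit of edgeR's quasi-likelihood test, with TMM normalization and Benjamini-Hochberg adjustment. The filter on low counts left between 12423 and 12500 genes in the 5 fits with all 3 replicates, and between 12447 and 12527 with replicates 1 and 3. DEGs were genes with a fold change above 2 and an adjusted p below 0.05, the thresholds of the paper, which used DESeq2.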

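S2 Table, the paper's list of DEGs, heads its expression columns with replicates 1 and 2. Of 16 choices of WT and strain libraries, the deposited replicates 1 and 3 of both groups gave the fold changes nearest to S2 Table in all 5 strains. The median difference in log2 fold change was 0.016 in 21D, 0.021 in 82Eb, 0.028 in 95Ca, 0.019 in 95Cb and 0.018 in 95Cc. It was 0.144, 0.098, 0.2, 0.132 and 0.056, in the same order, for the next nearest choice. The RPKM columns of S2 Table were nearest to deposited replicates 1 and 3 for the WT, 21D and 82Eb, but to replicates 2 and 3 for the 3 strains of the 95C locus. Replicate 2 of each group is thus the library that did not enter the fold changes of S2 Table, and the paper gives no reason for leaving it out. Results are given first over replicates 1 and 3 and then over all 3 replicates.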

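The deleted genes themselves were read first in every library. The U1 genes are 164 bp long and near-identical, so that the authors' counting could have shared their reads between copies or discarded them, and their counts are uncertain. In dm6 coordinates, 21D (snRNA:U1:21D, FBgn0003916) lies on the minus strand of 2L from 901491 to 901654, 82Eb (FBgn0004183) on the minus strand of 3R from 4947933 to 4948096, and 95Ca (FBgn0004185) on the minus strand of 3R from 23859467 to 23859630. 95Cb (FBgn0004186) and 95Cc (FBgn0004187) lie on the plus strand of 3R, from 23827870 to 23828033 and from 23826334 to 23826497. In the WT, the counts of replicates 1, 2 and 3 were 6, 3 and 2 on 21D, which is 0.216 ± 0.0846 CPM (SD, n = 3). They were 5, 3 and 0 on 82Eb (0.161 ± 0.14 CPM), 1, 0 and 3 on 95Ca (0.075 ± 0.093 CPM), 9, 0 and 0 on 95Cb (0.138 ± 0.238 CPM) and 4, 0 and 1 on 95Cc (0.0812 ± 0.0939 CPM). In the strains deleted for 21D, 82Eb, 95Cb and 95Cc, the deleted gene had 0 counts in all 3 libraries. A count of 0 allows up to 0.143, 0.221 and 0.17 CPM in the 3 libraries of 21D, and up to 0.165, 0.182 and 0.188 CPM in those of 95Cc, counting error only. Over the 3 libraries together, 21D had 0 counts in its own strain against 11 in the WT, at least 3.8-fold lower (counting error only), while each other deletion strain had 5 to 10. 82Eb had 0 against 8, at least 2.8-fold lower, but the 95Cb strain, which keeps 82Eb, had 0 as well. For 82Eb and the 3 genes of the 95C locus a loss could not be told from the low level in libraries that keep the gene, and none of the 5 genes passed the filter for the test. The gene 95Ca had 0 counts in replicates 1 and 3 of its own deletion strain but 5 counts, 0.24 CPM, in the library labelled 95Ca deletion strain, replicate 2. Results for 95Ca over all 3 replicates include that library, and those over replicates 1 and 3 do not.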

We further performed Illumina RNA-seq of the five deletion strains using their 3^rd^ instar larvae (S1 Table). 

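From replicates 1 and 3, edgeR called 485 DEGs in the 21D deletion strain, 1254 in 82Eb, 403 in 95Ca, 916 in 95Cb and 675 in 95Cc. From all 3 replicates it called 126, 563, 343, 924 and 598, in the same order. DESeq2 over all 3 replicates called 371, 781, 568, 1139 and 698. With replicates 1 and 2 alone, edgeR called 0, 65, 0, 167 and 50 DEGs, beside 509, 921, 670, 1458 and 1343 genes with an unadjusted p under 0.05, and with replicates 2 and 3 alone 0, 35, 110, 174 and 57, beside 362, 939, 1504, 2246 and 1492 such genes. Across all 3 replicates, 1076, 2298, 1757, 3297 and 2573 genes had an unadjusted p under 0.05.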

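Single libraries had a large effect on the numbers obtained over all 3 replicates. In 21D, leaving out the strain's replicate 1 left 0 DEGs (794 genes at an unadjusted p under 0.05 in edgeR), and leaving out its replicate 2 or 3 gave 200 or 42. Leaving out WT replicate 1, 2 or 3 gave 22, 27 or 24 DEGs in 21D. In 82Eb, the number was 250 or 242 without the strain's replicate 1 or 3, and 298 or 296 without WT replicate 1 or 3. In 95Ca it was 186 or 199 without WT replicate 1 or 3, 135 without the strain's replicate 3, and 252 without the library labelled 95Ca deletion strain, replicate 2. In 95Cb, leaving out the strain's replicate 1, 2 or 3 gave 562, 574 or 342 DEGs, and leaving out WT replicate 1 or 3 gave 497 or 484. In 95Cc, the strain's replicates 1, 2 and 3 left out in turn gave 326, 273 and 309 DEGs.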

Bioinformatic analyses showed that there were at least 450 differentially expressed genes (DEGs) in each strain. 

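The order of the strains by number of DEGs depended on the libraries. Across replicates 1 and 3 the 82Eb deletion strain had the most DEGs, followed by 95Cb, 95Cc, 21D and 95Ca. Over all 3 replicates the order was 95Cb, 95Cc, 82Eb, 95Ca and 21D. 21D and 95Ca had the fewest DEGs in both sets of libraries. Leaving out replicate 2 takes away the library that lay apart on the first principal component (below) in the WT, 21D and 82Eb. It keeps replicate 1, which lay apart in 95Ca, 95Cb and 95Cc, so that unlike sets are ranked. Replicates 2 and 3 of these strains against WT replicates 1 and 3, chosen after seeing the data, gave 535, 1151 and 863 DEGs. 82Eb, at 1254 over replicates 1 and 3, still had the most. The biological coefficient of variation in each fit, which measures the spread between replicates, was 0.153 in 21D, 0.0857 in 82Eb, 0.235 in 95Ca, 0.234 in 95Cb and 0.175 in 95Cc over replicates 1 and 3. From all 3 replicates it was 0.438, 0.344, 0.349, 0.314 and 0.28. Replicates of 21D and 82Eb with the same number as a WT replicate deviated together with it. Replicate 2, the outlying library of these groups on the first principal component (below), could produce this without a paired design. With the replicate number as a block, 460 DEGs were called in 21D and 1128 in 82Eb over all 3 replicates, the latter more than the 924 of 95Cb without a block. The differences in number between strains were not tested.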

The *82Eb*^*Δ/Δ*^ and *95Cb*^*Δ/Δ*^ strains exhibited the most significant changes in expression, each having ~1,000 DEGs; however, the *21D*^*Δ/Δ*^ and *95Ca*^*Δ/Δ*^ strains exhibited relatively less, each having ~500 DEGs (Fig 5A and S2 Table). In comparison to the *WT*, most of the affected genes were down-regulated in the deletion strains. For example, the *82Eb*^*Δ/Δ*^ exhibited 802 down-regulated genes versus 202 up-regulated genes and the *95Ca*^*Δ/Δ*^ exhibited 433 versus 59, suggesting that *in vivo* deletion of a U1-gene resulted in a majorly decreased activity of transcription. 

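Over replicates 1 and 3, down-regulated genes made up 80.8% of the DEGs in 21D, 78.6% in 82Eb, 91.6% in 95Ca, 76.6% in 95Cb and 56.3% in 95Cc. Across all 3 replicates the shares were 88.1%, 83.8%, 91.3%, 80.6% and 56.9%. Most DEGs were thus down-regulated in each strain in both sets of libraries, with the lowest share in 95Cc. With library totals in place of TMM factors the shares over all 3 replicates were 95.6% in 21D, 94.3% in 95Ca, 75.0% in 95Cb and 65.1% in 95Cc.

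**Figure D1:**
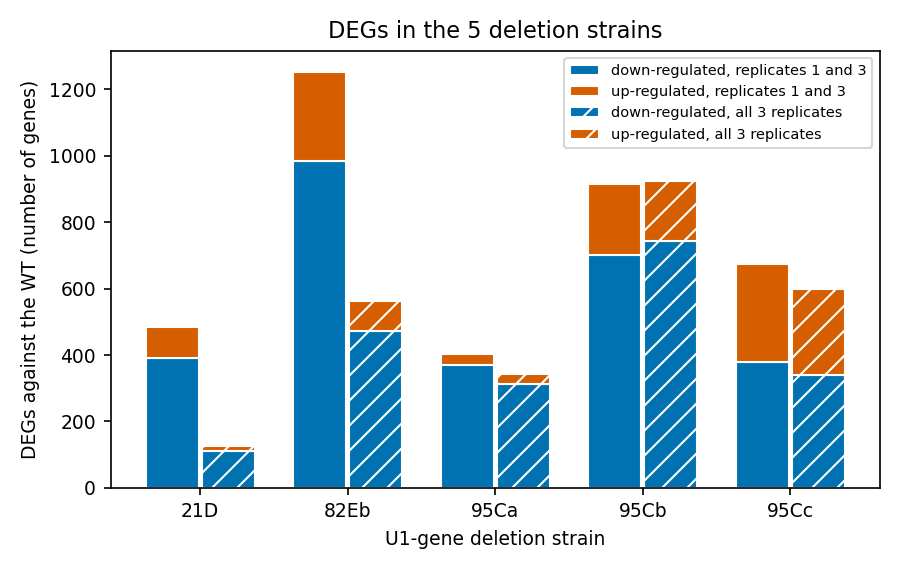
DEGs in the 5 deletion strains against the WT. Each bar is the number of genes, split into down-regulated (blue) and up-regulated (orange); plain bars are replicates 1 and 3, and hatched bars all 3 replicates. The 82Eb bar over replicates 1 and 3 is the highest, at 1254 genes.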

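The largest changes of each strain were taken among DEGs of all 3 replicates whose strain libraries all lay outside the range of the WT libraries. In 21D, sordd2 (FBgn0052581; X, 15796908 to 15799162) fell from 885 counts over the 3 WT libraries to 1, a ratio of 917 in CPM with an exact 95% counting interval of 164 to 36200. CG44438 (FBgn0265631) was at least 25.5-fold lower, with 74 counts in the WT and 0 in the strain; this and every other bound is set against 3 counts over the group. The largest rises in 21D were CG42832 (FBgn0262021), with a log2 fold change of 5.47 (standard error 0.84, adjusted p = 0.0471 from edgeR), and scaRNA:MeU1:95C-A24 (FBgn0286735), with 5.28 (standard error 0.54, adjusted p = 0.0128). In 82Eb, sordd2 was at least 309-fold and Acsx1L (FBgn0038730) at least 186-fold lower. CG10918 (FBgn0031178) rose there with a log2 fold change of 4.62 (standard error 0.96, adjusted p = 0.0463), and snoRNA:Psi28S-1135e (FBgn0083008) went from 3 counts to 60, a ratio of 19.1 (6.22 to 95.1). In 95Ca, CR31054 (FBgn0051054), at 0 in the WT, was at least 19.8-fold higher, and CG4653 (FBgn0030776) had a log2 fold change of 3.27 (standard error 0.5, adjusted p = 0.0176). CG14205 (FBgn0031034) fell from 271 counts to 1 in 95Ca, a ratio of 287 (51.1 to 11400). CR13656 (FBgn0039307) was at least 29.0-fold lower over all 3 replicates of 95Ca and was not called over replicates 1 and 3 (adjusted p = 0.0809 from edgeR).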

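In 95Cb, Eig71Ed (FBgn0004591) and CR31054 were at 0 in the WT and at least 52.2-fold and 33.5-fold higher. LysB (FBgn0004425) fell from 868 counts to 3 in 95Cb, a ratio of 309 (105 to 1500), and BomBc2 (FBgn0034331) was at least 24.9-fold lower. LysB has close paralogs whose reads the counting could have split. In 95Cc, CG13560 (FBgn0034899) had a log2 fold change of 7.14 over all 3 replicates (standard error 1.49, adjusted p = 0.0368 from edgeR) and was not called over replicates 1 and 3 (adjusted p = 0.0867). TwdlO (FBgn0039438) went from 2 counts to 145 in 95Cc, a ratio of 72.2 (19.6 to 602). CG17191 (FBgn0039473) was at least 41.5-fold lower, and CG17192 (FBgn0039472) fell from 395 counts to 1, a ratio of 397 (70.8 to 15700).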

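From replicates 1 and 3, 986 genes were down-regulated and 268 up-regulated in 82Eb, and 369 and 34 in 95Ca. Over all 3 replicates the numbers were 472 and 91 in 82Eb, and 313 and 30 in 95Ca, the latter with the library labelled 95Ca deletion strain, replicate 2. In 21D, 392 genes were down- and 93 up-regulated over replicates 1 and 3, against 111 and 15 over all 3. In 95Cb the numbers were 702 and 214 against 745 and 179, and in 95Cc 380 and 295 against 340 and 258. Of the DEGs called over all 3 replicates, 111 down-regulated and 15 up-regulated genes of 21D were also called in the same direction over replicates 1 and 3. These were 466 and 86 genes in 82Eb, 266 and 20 in 95Ca, 547 and 132 in 95Cb, and 283 and 213 in 95Cc. From the excess of down-regulated over up-regulated genes, the paper proposes that the deletion of a U1 gene mainly decreases the activity of transcription.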

Further analyses found that there are 185 and 8 DEGs were commonly down-regulated and up-regulated, respectively; many of the DEGs in each deletion strain were unique, especially the *95Cc*^*Δ/Δ*^ has 221 uniquely expression-affected genes (Fig 5B and S5A Fig). 

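Across replicates 1 and 3, 173 genes were down-regulated and 5 up-regulated in all 5 strains. With all 3 replicates, 75 and 3 were, and 72 of those 75 were also among the 173. Leaving out replicate 1 of each strain left none of either kind in edgeR. Without WT replicate 1, 2 or 3, 19, 24 or 21 common down-regulated genes were called and 0, 1 or 0 common up-regulated ones, and without replicate 3 of each strain 31 and 1. DESeq2 over all 3 replicates called 158 and 6. Because the 5 comparisons share the WT libraries, 5 unchanged groups were simulated against a shared set of simulated WT libraries. Counts of all groups, the WT included, were drawn gene by gene from the WT means and the estimated dispersions. In 10 simulations with 50 fits, no gene was common to all 5 strains, and no fit had more than 2 DEGs (8 over replicates 1 and 3). A deviation shared by many genes of a library is not in these simulations.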

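Genes called in a single strain in a given direction numbered 61 in 21D, 510 in 82Eb, 21 in 95Ca, 271 in 95Cb and 342 in 95Cc over replicates 1 and 3. Across all 3 replicates they numbered 6, 88, 14, 439 and 321. 82Eb thus had the most such genes in the first set of libraries and 95Cb in the second. Between 76 (all 3 replicates) and 114 genes (replicates 1 and 3) were called up in one strain and down in another. Counting only genes called in no other strain in either direction gave 6, 79, 14, 407 and 253 over all 3 replicates.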

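Principal components were computed from log2 CPM (TMM factors, prior count 2) of the 500 most variable genes. Over the libraries of replicates 1 and 3, PC1 and PC2 held 40.2% and 24.4% of the variance. Among the 10 pairs of strains, the distance between the strain means on PC1 and PC2 was smallest for 95Ca and 95Cb (11.7), followed by 82Eb and 95Cb (26.42), while 82Eb and 95Ca ranked 7th (33.67). Over all 18 libraries, PC1 and PC2 held 52.1% and 20.6%. The smallest distance was then that of 82Eb and 95Cb (3.6), followed by 95Ca and 95Cb (8.94) and by 82Eb and 95Ca (12.4), and the largest that of 82Eb and 95Cc (38.37).
These distances are to be read against the spread within groups. In the set of replicates 1 and 3, the libraries of 95Ca lay at 34.95 and 6.49 on PC1 and at -21.63 and 9.24 on PC2. Those of 82Eb lay at 9.77 and 8.61 on PC1 and at 24.02 and 26.84 on PC2. Over all 3 replicates, the mean distance between libraries of 1 group was 47.83 in the WT, 66.16 in 21D, 42.1 in 82Eb, 36.02 in 95Ca, 30.36 in 95Cb and 21.82 in 95Cc, larger than the 3 smallest distances between strain means. Most of that spread was along PC1, where replicate 2 lay at 46.21 in the WT, 73.49 in 21D and 45.04 in 82Eb, and replicates 1 and 3 at -25.05 and -25.48, at -11.74 and -25.68, and at -16.3 and -17.94. In 95Ca, 95Cb and 95Cc it was replicate 1 that lay highest, at 29.1, 29.27 and 10.16; replicate 2 lay at -24.79, -11.09 and -19.33, the first of these being the library labelled 95Ca deletion strain, replicate 2. No test was made of the distances.

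**Figure D2:**
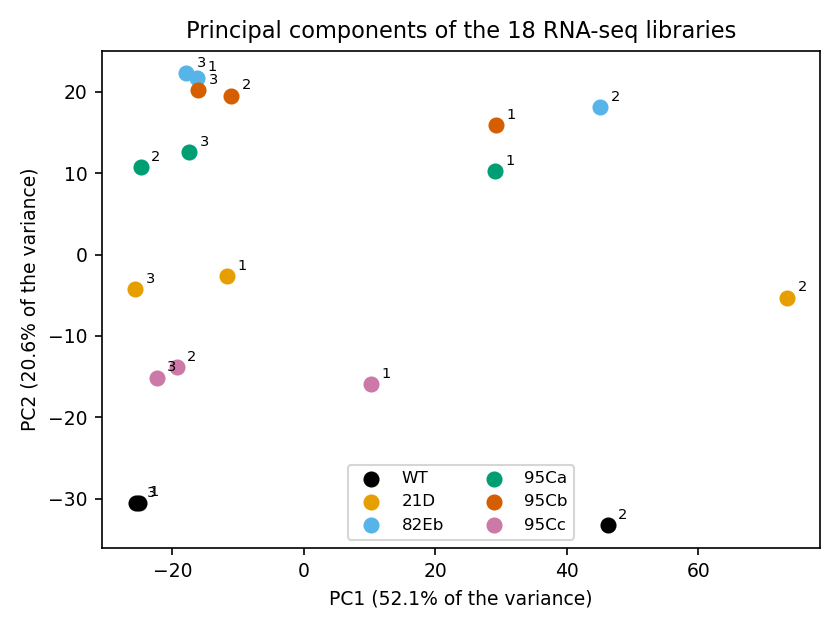
Principal components of the 18 RNA-seq libraries, with PC1 (52.1% of the variance) on the x axis and PC2 (20.6%) on the y axis. Each point is 1 library, coloured by group and numbered by replicate; the 3 WT libraries have the lowest PC2, between -33.25 and -30.47.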

By a principal component analysis (PCA), we found that the *82Eb*^*Δ/Δ*^ and *95Ca*^*Δ/Δ*^ strains are closer in gene expressions than the other three KO strains (S5B Fig). 

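Among genes the paper tested by RT-PCR as uniquely down-regulated (Fig 5C), phr (FBgn0003082; 2R, 7825289 to 7827319) had 26.7 ± 0.421 CPM in the WT and 4.93 ± 0.573 in 21D over replicates 1 and 3 (SD, n = 2), a log2 fold change of -2.39 (standard error 0.15, adjusted p = 0.00027 from edgeR). In replicate 2 it had 17.9 and 2.21 CPM, and over all 3 replicates it was not called (-2.48, standard error 0.47, adjusted p = 0.0949), but was with the replicate number as a block (adjusted p = 0.00205). CG32198 (FBgn0052198; 3L, 18526976 to 18527445) had 3505 counts in the WT and 7 in 82Eb, all 7 in replicate 2, and a log2 fold change of -8.86 over all 3 replicates (standard error 1.1, adjusted p = 0.0071). CG13884 (FBgn0035138; 3L, 365664 to 366437) was called in 95Ca in neither set: its log2 fold change was -1.72 (standard error 0.45, adjusted p = 0.149) over replicates 1 and 3 and -1.13 (0.55, 0.419) over all 3. Cpr100A (FBgn0039805) fell by 2.06 and by 1.84 on the log2 scale in 95Cb, adjusted p = 0.0216 and 0.00989, with 28.5 and 9.89 CPM in replicate 2 of WT and strain. PGRP-SB2 (FBgn0043577) fell by 1.82 and by 1.71 in 95Cc (adjusted p = 0.00317 and 0.00267), with 17.8 and 5.16 CPM in replicate 2.
Among the genes tested as uniquely up-regulated, lncRNA:CR43166 (FBgn0262722; 3R, 24825791 to 24826471) had a log2 fold change of 2.54 in 21D (standard error 0.24, adjusted p = 0.00142 from edgeR) over replicates 1 and 3, and 2.91 (0.46, 0.0509) over all 3, not called; replicate 2 had 2.43 CPM in the WT and 22.4 in the strain. With the replicate number as a block its adjusted p was 0.00316. CG17751 (FBgn0038717) rose by 1.99 and 1.88 on the log2 scale in 82Eb, adjusted p = 6.57e-07 and 0.00663, with 27.4 and 87.5 CPM in replicate 2. salt (FBgn0039872) rose by 1.88 and 1.49 in 95Ca (adjusted p = 0.0101 and 0.0369); WT replicate 2 had 74.1 CPM and the library labelled 95Ca deletion strain, replicate 2, had 93.3. CG42269 (FBgn0259164) was called in 95Cb over replicates 1 and 3 (1.02, standard error 0.18, adjusted p = 0.0361) and lay under the fold threshold over all 3 (0.87, 0.18, 0.0318), with 43.5 and 57.8 CPM in replicate 2. Cpr47Eg (FBgn0086519) rose by 2.83 and 2.7 in 95Cc (adjusted p = 0.000508 and 0.000224), with 5.96 and 26.9 CPM in replicate 2.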

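Of the 10 genes the paper tested as commonly down-regulated (Fig 5D), Mal-A1, Lip3, BomS3 and ninaD were called in all 5 strains in both sets of libraries. ninaD (FBgn0002939; 2L, 18081628 to 18083608) had 158 ± 59.3 CPM in the WT (SD, n = 3) and log2 fold changes from -6.04 to -2.61 over all 3 replicates. Amy-d, CG11911, CG10472, CG17147 and Cht9 were called in all 5 strains over replicates 1 and 3, and in 1, 4, 2, 3 and 3 strains over all 3. Jon25Biii (FBgn0031653) was called in 3 strains over replicates 1 and 3 and in none over all 3 in edgeR; its CPM in WT replicates 1, 2 and 3 was 4200, 87.3 and 4440. Amy-d (FBgn0000078) differed likewise, with 712, 45.0 and 735 CPM, and has a near-identical copy with which its reads could have been shared. The log2 fold changes of the 10 genes were below 0 in all 5 strains in both sets.
Of the 4 genes tested as commonly up-regulated, CG17134 (FBgn0032304) and Btnd (FBgn0029848) were called in all 5 strains in both sets, with log2 fold changes from 1.38 to 2.12 and from 1.61 to 2.97 over all 3 replicates. CG4653 was called in 5 strains over replicates 1 and 3 and in 4 over all 3, and CG3285 (FBgn0031522) in 4 and in 3. Of the other 4 genes in the paper's common list, CG2233 (FBgn0029990) was called in 5 strains in both sets, CR33013 in 5 and 2, CG10918 in 3 and 3, and CG13560 in 2 and 1.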

To experimentally validate these findings, we randomly picked one of the uniquely down- and up-regulated from each strain (Fig 5C), ten of the commonly down-regulated, and four of the commonly up-regulated genes (Fig 5D). RT-PCR assays confirmed that expression changes of those genes in each U1-deletion strain are consistent with the above bioinformatic analyses.

**Fig 5:**
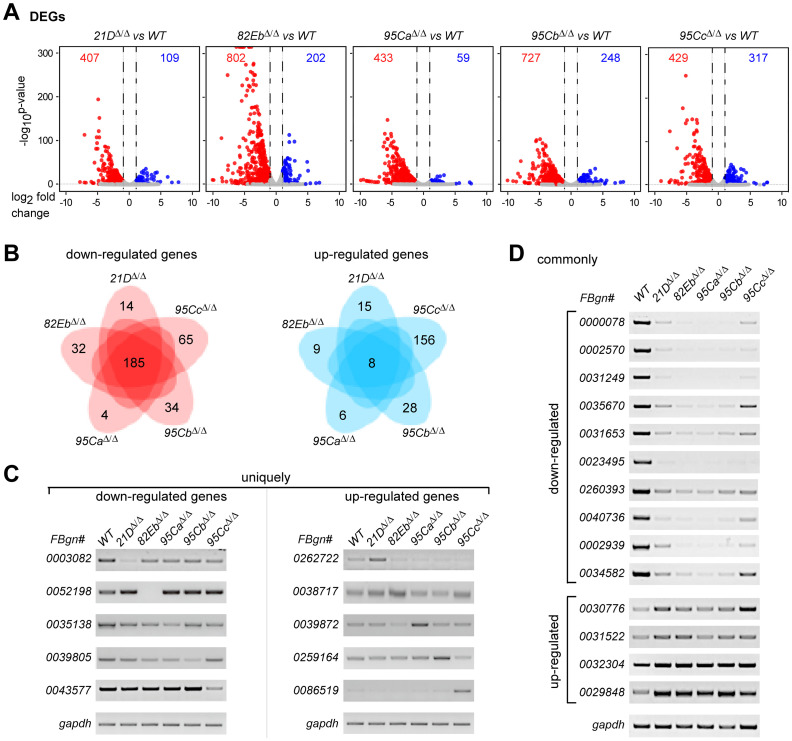
Transcriptions are dramatically affected in the singular U1-gene deletion strains. (**A**) Differently expressed genes (DEGs) in the five U1-gene deletion strains compared to the *WT*. DEGs were analyzed from the RNA-seq data of the six fly strains. Numbers of the down- and up-regulated genes are indicated in red and blue, respectively. (**B**) Commonly and uniquely regulated genes in the five U1-gene deletion strains. DEGs are grouped into down-regulated and up-regulated. (**C**) Validation of the uniquely down- and up-regulated genes by RT-PCR. (**D**) Validation of the commonly down- and up-regulated genes by RT-PCR.

Through GO analyses, we first found that the expression-affected genes in the *21D*^*Δ/Δ*^ strain did not exhibit enriched functional pathways, whereas the other four U1-deletion strains did, being consistent with the ubiquitous expression of *21D* and milder phenotypes of its deletion (S5C Fig). 

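No GO annotation was used here. In its place stand 7 gene families defined by gene symbol, which are other sets than the paper's GO terms: 129 cuticle proteins, 62 antimicrobial and immune peptides, 31 muscle structure genes, 42 serine-type peptidases, 8 lipases, 13 alpha-amylases and maltases, and 70 glucuronosyl and glutathione transferases. Each was tested among down- and up-regulated DEGs of each strain against the genes tested in that fit (Fisher's exact test, two-sided, Benjamini-Hochberg over 70 tests). In 21D over replicates 1 and 3, 20 of 37 serine-type peptidases (adjusted p = 9.43e-20, Fisher's exact test), 10 of 13 amylases and maltases (1.94e-12) and 9 of 41 immune peptides (1.53e-05) were down-regulated. With all 3 replicates, 7 of 36 serine-type peptidases (adjusted p = 1.73e-07, Fisher's exact test) and 7 of 13 amylases and maltases (4.27e-10) were, and 2 of 38 immune peptides were, without a call (0.102). Immune peptides were called over all 3 replicates of 21D with the replicate number as a block, with 9 of 38 down-regulated (adjusted p = 6.55e-06, Fisher's exact test), with DESeq2 (0.00215), and as lower by limma's camera and fry on all genes of the fit (3.67e-06 and 0.0301), fry not calling them with the block (0.0845) or over replicates 1 and 3 (0.139). Cuticle proteins were not called in 21D over all 3 replicates, with 1 of 78 down-regulated (adjusted p = 0.84, Fisher's exact test). Over replicates 1 and 3, 2 of 27 muscle structure genes were up-regulated in 21D (adjusted p = 0.0363, Fisher's exact test), and limma's camera called the family there but fry did not (adjusted p = 0.00108 and 0.0758). With p adjusted over the list alone, 29 serine-type peptidases of 21D were down-regulated over replicates 1 and 3 and 10 over all 3, and 12 and 6 immune peptides. Several genes of these families are close paralogs, so that reads could have been split between them.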

Secondly, the expression-affected genes in the other four U1-deletion strains are significantly enriched in cuticle development, defense response, and muscle cell development (S5C Fig). This is consistent with their defective phenotypes in metamorphosis and mobility, suggesting that those DEGs may contribute to the defective phenotypes in each U1-deletion strain (Fig 4). 

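Immune peptides were the family among the 3 named kinds that was called among down-regulated DEGs in each of the other 4 strains in both sets of libraries. From replicates 1 and 3, 16 of 42 were down-regulated in 82Eb, 12 of 41 in 95Ca, 11 of 43 in 95Cb and 16 of 40 in 95Cc, with adjusted p of 2.17e-07, 7.03e-09, 6.64e-05 and 1.46e-13 (Fisher's exact test). Across all 3 replicates these were 11 of 41, 9 of 40, 12 of 39 and 12 of 38, with adjusted p of 1.11e-06, 2.14e-06, 6.28e-06 and 4.7e-09. A few immune peptides were also over-represented among up-regulated DEGs: 4 of 42 in 82Eb and 4 of 43 in 95Cb over replicates 1 and 3 (adjusted p = 0.0297 and 0.0172, Fisher's exact test), and 4 of 41 in 82Eb, 3 of 40 in 95Ca and 4 of 39 in 95Cb over all 3 (0.000739, 0.00041 and 0.00688). Cuticle proteins were over-represented among down-regulated DEGs of 82Eb and 95Cb, with 27 of 80 and 26 of 79 over replicates 1 and 3 (adjusted p = 2.38e-10 and 6.08e-13, Fisher's exact test) and 10 of 78 and 19 of 77 over all 3 (0.00225 and 4.09e-07). In 95Cc they were over-represented among up-regulated DEGs, with 15 of 79 over replicates 1 and 3 and 14 of 80 over all 3 (adjusted p = 2.41e-09 and 9.78e-09, Fisher's exact test). Across replicates 1 and 3 alone they were also called among down-regulated DEGs of 95Cc, with 8 of 79, and among up-regulated DEGs of 82Eb, with 6 of 80 (adjusted p = 0.00783 and 0.0202, Fisher's exact test). In 95Ca 4 of 79 were down-regulated over all 3 replicates, without a call (adjusted p = 0.274, Fisher's exact test). By Fisher's exact test on DEGs in edgeR, muscle structure genes were called in 95Cc alone of these 4 strains, where 7 of 27 were up-regulated over replicates 1 and 3 and 8 of 27 over all 3 (adjusted p = 9.23e-06 and 2.8e-07, Fisher's exact test). Lists were also tested on all genes of the fit. limma's camera compares a list with the other genes, and fry tests the list by itself, so that they answer different questions. Over all 3 replicates camera with a preset correlation of 0.01 called muscle structure genes in 95Cc (adjusted p = 9.95e-09), and so did fry (adjusted p = 0.0135). camera also called them as higher over all 3 replicates in 82Eb and 95Ca (adjusted p = 0.0459 and 2.96e-05), where fry did not (0.383 and 0.0598). In 82Eb both tests called them over replicates 1 and 3 (adjusted p = 0.012 from camera and 0.00878 from fry) and with the replicate number as a block (0.00549 and 0.0371), and in 95Ca camera alone over replicates 1 and 3 (0.00513, against 0.177 from fry). With p adjusted over the list alone, 11 muscle structure genes were up-regulated in 95Cc over all 3 replicates. For cuticle proteins in 95Cc camera gave an adjusted p of 0.00083 and fry 0.0945, so that fry made no call. In 82Eb they gave 6.51e-05 and 0.0782 as lower over all 3 replicates, and with the replicate block 2.03e-05 and 0.0224, and in 95Cb 2.08e-07 and 0.0278. In 95Ca camera called cuticle proteins as lower over replicates 1 and 3 (adjusted p = 3.52e-05), and fry did not (0.136). Over all 3 replicates neither did (0.283 and 0.507). Differences between strains were not tested.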

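Among the 173 genes down-regulated in all 5 strains over replicates 1 and 3, 13 of 37 serine-type peptidases were found (adjusted p = 1.17e-14, Fisher's exact test against the 12147 genes tested in all 5 fits). There were also 8 of 13 amylases and maltases, which are hydrolases (6.1e-12), 2 of 6 lipases, Lip3 and mag (0.0051), 5 of 39 immune peptides (0.000502) and 2 of 59 glucuronosyl and glutathione transferases (0.287). Over all 3 replicates, the 75 common genes held 5 of 36 serine-type peptidases, Jon74E, Jon99Ci, Ser6, etaTry and thetaTry (adjusted p = 8.92e-06, Fisher's exact test). They held 6 of 13 amylases and maltases, Amyrel, Mal-A1, Mal-A3, Mal-A4, Mal-A7 and Mal-A8 (5.25e-10), 1 of 6 lipases, Lip3 (0.0639), 2 of 37 immune peptides, BomS2 and BomS3 (0.0509), and 1 of 59 transferases, Ugt37B1 (0.429). Serine-type peptidases and amylases were thus over-represented in both sets of libraries, lipases only over replicates 1 and 3, and the transferases of this list in neither. This count among common genes was chosen after the results per strain had been seen.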

Thirdly, among the commonly down-regulated genes in the five deletion strains, they were enriched in serine-type peptidases, hydrolases, lipases, and transferases (S5D Fig). By analyses of the transcriptome data from multiple tissues on the Flybase, we found that most of the commonly down-regulated genes are highly expressed in the midgut (S5E Fig), implying an interesting regulation of these genes by all five U1 genes in *Drosophila*.

### Singular U1-gene deletion changes *in vivo* splicing at a limited level

We then analyzed changes in pre-mRNA splicing in the deletion strains. To our surprise, fewer differential alternative splicing events (DASs) were identified in the singular U1-gene deletion strains (Fig 6A and S3 Table), compared to mutations or deletions of other splicing factor in *Drosophila*, such as the *Sf3b1* mutants, *U12* and *U6atac* deletion strains, which caused more than one thousand changed AS events but less than five hundred DEGs [42,61]. Consistent with the extent of defective phenotypes, the *82Eb*^*Δ/Δ*^ and *95Cb*^*Δ/Δ*^ strains also exhibited the most changed DASs (Fig 6A and S6A Fig); however, each only had 282 and 236 events respectively, unlike more than 1,000 DEGs in these two strains (Fig 5A). Similarly, only 9 DASs were commonly changed in the five U1-deletion strains (Fig 6B and S6B Fig). These results revealed that deletion of one U1-gene has limited effects on pre-mRNA splicing, at least in quantities.

**Fig 6:**
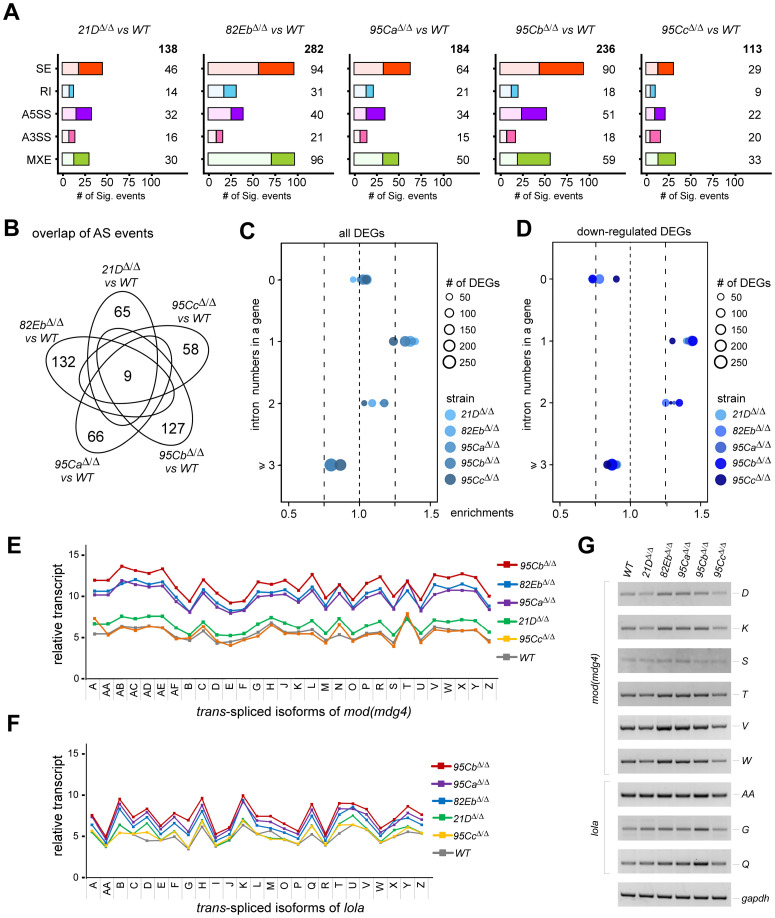
Singular U1-gene deletion results in mild effects on alternative splicing and *trans*-splicing in *Drosophila*. (**A**) Differently changed AS events in the five U1-gene deletion strains compared to the *WT*. AS events are grouped into five types, including skipped exon (SE), retained intron (RI), mutually exclusive exons (MXE), alternative 5’SS (A5SS), and alternative 3’SS (A3SS). The numbers of changed AS events are indicated. Dark boxes, *ΔPSI* > 0.05 events, light boxes, *ΔPSI* < -0.05 events. (**B**) Commonly and uniquely changed AS events in the five U1-gene deletion strains. Analyses of all the DEGs (**C**) and the down-regulated DEGs (**D**) in the U1-gene deletion strains exhibit a significant enrichment of genes with 1~2 introns. Analyses of the classical *trans*-spliced genes *mod(mdg4)* (**E**) and *lola* (**F**) indicate that three of the U1-gene deletions strains have mildly increased *trans*-splicing activity. (**G**) Validation of changed *trans*-splicing activities in the five U1-deletion strains by RT-PCR. Isoforms of the two *trans*-spliced genes are named according to annotations on Flybase.

Since U1 snRNA is one of the essential components of spliceosome for intron recognition, we then asked whether those DEGs had features connected with splicing or other characters. First, we grouped DEGs by the numbers of containing introns and found that DEGs with 1–2 introns had been significantly enriched in the five deletion strains, while intron-less and multiple-intron-containing DEGs were not (Fig 6C and S6C Fig), and the enrichments were more obvious in the down-regulated DEGs (Fig 6D). Similarly, DEGs in a short length (< 2 Kb) and DEGs with short introns (< 0.5 Kb) were also significantly enriched; while DEGs with different GC contents did not (S7 Fig). These data suggest that the transcription of a gene would be easier paused at its early transcribed region with a U1-binding site when a U1-gene was deleted.

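Introns were counted in the annotated transcript with the longest spliced length, and each class was compared with the genes tested in the same fit. Over replicates 1 and 3, genes with 1 intron made up 29.5% of the DEGs in 21D, 26.4% in 82Eb, 26.4% in 95Ca, 26.5% in 95Cb and 26.8% in 95Cc, 1.29 to 1.45 times their share of the tested genes. Adjusted p was 3.12e-06, 2.97e-07, 0.00507, 8.75e-06 and 0.000107 (Fisher's exact test). With all 3 replicates the shares were 25.4%, 26.0%, 26.6%, 24.8% and 25.4%, 1.22 to 1.31 times that of tested genes, with adjusted p of 0.278, 0.00528, 0.0105, 0.00513 and 0.00847 (Fisher's exact test), so that 21D was not called there; with the replicate number as a block it was (28.5%, adjusted p = 7.96e-05). Genes with 2 introns were called in no strain over either set of libraries by Fisher's exact test, with 14.6% to 18.7% of the DEGs over replicates 1 and 3 and 13.8% to 19.3% over all 3. Taken as 1 class, genes with 1 or 2 introns made up 45.6%, 41.9%, 45.0%, 44.1% and 41.4% of the DEGs over replicates 1 and 3, 1.15 to 1.27 times their share of the tested genes, and were called in all 5 strains (adjusted p = 5.3e-05, 4.19e-05, 0.000514, 2.43e-06 and 0.00999, Fisher's exact test). Over all 3 replicates they made up 42.1%, 42.0%, 45.9%, 41.3% and 39.2% and were called in 82Eb, 95Ca and 95Cb (adjusted p = 0.0129, 0.00181 and 0.00455) but not in 21D and 95Cc (0.388 and 0.315); with the replicate block 21D was called (0.000818). Genes with 3 or more introns made up 32.2% to 37.5% of the DEGs over replicates 1 and 3 and 38.5% to 40.7% over all 3, against 46.7% to 46.9% of the tested genes, a lower share that was not called in 21D over all 3 replicates (adjusted p = 0.146, Fisher's exact test) but was with the replicate block (2.59e-06). Intronless genes were a higher share of DEGs in 82Eb, 95Cb and 95Cc over replicates 1 and 3, at 25.9%, 20.9% and 21.1% (adjusted p = 1.59e-15, 0.00479 and 0.0157, Fisher's exact test), and in 95Cb over all 3, at 20.2% (0.0412), and with the replicate block in 82Eb, at 24.9% (6.04e-11). Among down-regulated DEGs alone, the ratio for 1 intron was 1.28 to 1.43 over replicates 1 and 3, higher than among all DEGs in 82Eb and 95Cb and lower in 21D, 95Ca and 95Cc. It was 1.27 to 1.37 over all 3, higher than among all DEGs in 4 strains and the same in 95Ca. For 1 or 2 introns as 1 class, the ratios among down-regulated DEGs were lower than among all DEGs in no strain. Over replicates 1 and 3 they were 1.27, 1.23, 1.28, 1.26 and 1.23, against 1.27, 1.16, 1.25, 1.23 and 1.15. Over all 3 they were 1.25, 1.25, 1.31, 1.2 and 1.2, against 1.17, 1.17, 1.28, 1.15 and 1.09. There 95Cc was called too (adjusted p = 0.0217, Fisher's exact test), but 21D was not (0.117).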

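Genes with an annotated span under 2 kb made up 60.8% of the DEGs in 21D, 64.4% in 82Eb, 59.5% in 95Ca, 60.2% in 95Cb and 56.7% in 95Cc over replicates 1 and 3, 1.29 to 1.47 times their share of the tested genes. Across all 3 replicates the shares were 53.2%, 56.0%, 55.8%, 56.7% and 54.5% against 43.6% to 43.9% of the tested genes, with adjusted p of 0.047, 8.08e-09, 1.38e-05, 1.29e-14 and 2.8e-07 (Fisher's exact test). Among genes with introns, those with a mean intron length under 0.5 kb made up 86.1%, 81.5%, 88.2%, 83.0% and 80.4% of the DEGs over replicates 1 and 3. They made up 97.1%, 84.2%, 87.2%, 80.7% and 82.3% over all 3, against 71.1% to 71.3% of the tested genes (adjusted p = 1.9e-10, 2.87e-10, 3.24e-10, 4.83e-09 and 3.19e-08, Fisher's exact test). GC content was not analysed here.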

We also analyzed isoforms from two classical *trans*-spliced *Drosophila* genes, *mod(mdg4)* and *lola*, which both have a critical sequence that strongly binds with U1 snRNP in their last common introns for regulation of *trans*-splicing [62]. Validated by RT-PCR analyses, three deletion strains, *82Eb*^*Δ/Δ*^, *95Ca*^*Δ/Δ*^ and *95Cb*^*Δ/Δ*^, showed increased *trans*-splicing activities of these two genes; while slightly changed in the *21D*^*Δ/Δ*^ and *95Cc*^*Δ/Δ*^ (Fig 6E, 6F and 6G). These results imply that expression of the three U1-genes (*82Eb*, *95Ca*, and *95Cb*) would have similar tissue-specificity with expression of the two *trans*-spliced genes.

### Preferential selection of proximal sites for 3’-end formation in U1-gene deletion flies

Since U1 snRNP has been reported in the regulation of 3’-end cleavage/polyadenylation for mRNAs [51,52], we then analyzed alternative polyadenylation (APA) events in the U1-deletion strains and found that the *82Eb*^*Δ/Δ*^, *95Ca*^*Δ/Δ*^, and *95Cb*^*Δ/Δ*^ strains had large amounts of APA events (995, 794 and 498, respectively), while the *21D*^*Δ/Δ*^ and *95Cc*^*Δ/Δ*^ had much less (Fig 7A and 7B and S4 Table). Interestingly, there was more selection of proximal sites than distal sites for the 3’-end polyadenylation in the *82Eb*^*Δ/Δ*^, *95Ca*^*Δ/Δ*^, and *95Cb*^*Δ/Δ*^ strains, showing 658 *vs* 337 in *82Eb*^*Δ/Δ*^, 553 *vs* 241 in *95Ca*^*Δ/Δ*^, and 299 *vs* 199 in *95Cb*^*Δ/Δ*^ (Fig 7A, cf. dots red to blue). These results suggest that the presence of these three U1-genes favors facilitating the selection of distal sites for the mRNA 3’-end formation. Since the overall U1 level in the *82Eb*^*Δ/Δ*^ larva was not significantly changed (Fig 3C) but it showed the most changed APA events (Fig 7A), these identified APA events would be due to lacking a specific U1 gene.

**Fig 7:**
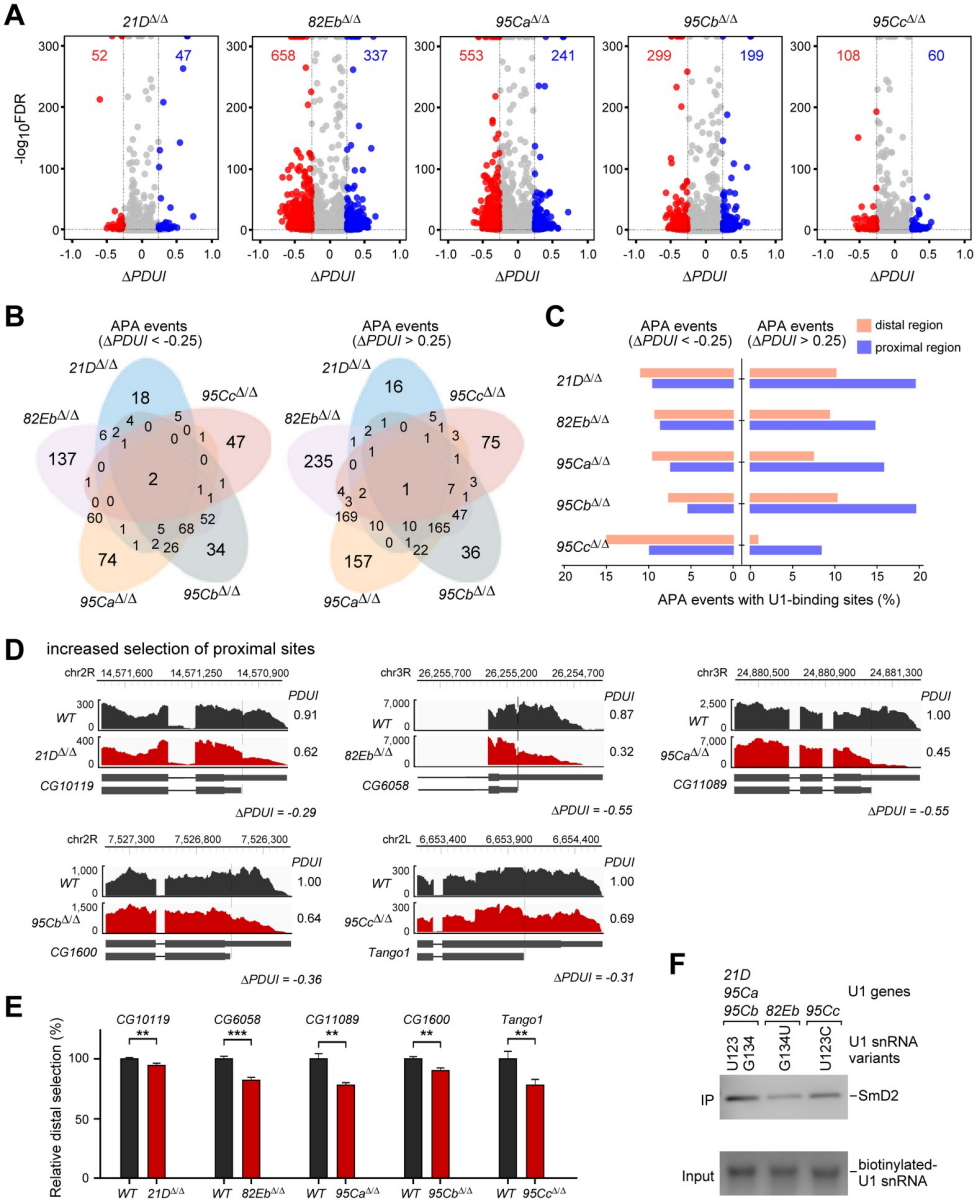
Deletions of singular U1-gene exhibit a preferential selection of proximal sites during the 3’-end formation. (**A**) Differently changed alternative polyadenylation (APA) events in the five U1-gene deletion strains. The number of APA events is indicated. Blue dots, *ΔPDUI* > 0.25 (favor distal sites), red dots, *ΔPDUI* < -0.25 (favor proximal sites). (**B**) Overlapping of the APA events in the five U1-deletion strains. (**C**) Ratio analyses of the U1-binding sites in the proximal and distal regions of the APA events. (**D**) Selected APA events from the five U1-deletion strains, more examples are listed in S8 Fig. (**E**) Validation of the APA events by RT-qPCR. The amplification of the long 3’-UTR region represents the selection of distal site, and the amplification of the common region of all the 3’-UTR isoforms represents both selections (distal + proximal). The relative distal selection is presented by the ratio of distal-to-common in each strain, which is normalized by the value in *WT*. All data are shown as means ± SEM. *, p < 0.05; **, p < 0.01; ***, p < 0.001. (**F**) The two U1 snRNA variants, G134U and G123C, pulled down fewer SmD2 proteins than the canonical U1 snRNA from the lysate of *Drosophila* S2 cells. U1 snRNAs are *in vitro* transcribed and biotin-labeled.

The APA events could be divided into at least two groups: changes in the 3’-UTR regions and in the CDS exon/intronic regions (S7D Fig), which are regulated by different mechanisms. In this study, our further focus is on the APA events changed in the 3’-UTR regions. The preferential selection of proximal sites in each of the U1-KO strains is generally consistent with the telescripting model [50], in which the decreased U1 level results in the selection of the proximal polyA sites. To address how the distal polyA sites are activated in this study, we searched U1-binding sites nearby the sequences of all the APA sites (+/- 200 nts) and found that for the proximal-site activated APAs, there are nearly equal amounts of U1-binding sites in the nearby sequences of the proximal and distal regions. However, for the distal-site activated APAs, there are significantly more U1-binding sites in the nearby sequences of their proximal regions than in their distal regions (Fig 7C). This result implies that a U1-binding site at the proximal region but not at the distal region would promote the selection of the proximal site for polyadenylation in the *WT*. However, this promotion would turn to select the distal site when a U1-gene was deleted. To validate the APA events, we performed RT-qPCR to quantitatively detect the ratio of distal site selection and found that 14 out of the selected 20 events display significant changes same as the results of bioinformatic analyses (Fig 7D and 7E and S8 Fig), including 9 events with decreased distal selection and 5 events with increased distal selection in the U1-KO strains.

Furthermore, we performed pull-down assays to address whether the U1 snRNP assembly is different between the U1 snRNA variants using an *in vitro* transcription system and an antibody against SmD2, one of the seven Sm ring proteins that are important for snRNP assembly. In comparison to the canonical U1 snRNA sequence (transcribed from *21D*, *95Ca*, and *95Cb*), both the G134U variant (from *82Eb*) and G123C variant (from *95Cc*) pulled down fewer SmD2 proteins (Fig 7F). This result is consistent with the two sites located in (G134) and near (G123) the binding site for Sm proteins in U1 snRNA (S1B Fig), implying that the U1 variants, especially the *82Eb* (G134) has decreased Sm ring association, could form a less stable U1 snRNP overall and consequentially affect the binding of other U1 proteins and the half-life of U1 snRNA.

## Discussion

Spliceosomal snRNA genes are presented in multiple copies with variations in most metazoans [24–27], and a few snRNA copies/variants and their mutations have been recently shown important roles in development and diseases [44,53–55]. However, due to their large copy numbers in higher eukaryotes and small differences in sequence between variants, systematic investigation on all copies of any certain snRNA gene in an organism has not been performed yet. Therefore, understanding the functions of each copy of the snRNA gene is limited. In this study, we systematically studied the expression and function of all five U1 genes in *D*. *melanogaster*.

### All five U1-genes are functional and contribute to *Drosophila* development

Through the detection of *gfp* mRNAs and GFP fluorescence of U1-driven transgenic strains, we identified that the *U1*:*21D* copy is expressed in all the tested fly developmental stages and tissues, and the other four U1-genes have expression specificities during development and tissues. Furthermore, all five U1-gene deletion strains exhibit defects to various extents in the fly development and/or mobility, suggesting that each of the five U1-genes has physiological functions in *Drosophila*, and none of them is a pseudogene. Notably, among the five deletion strains, deletion of *U1*:*82Eb* exhibits the most serious defects in nearly all the tested phenotypes, indicating that the *U1*:*82Eb* copy is important for the fly development although its expression level is always lower than the *U1*:*21D* copy and undetectable at many developmental stages and tissues. However, among double-deletion stains, only deletion of *U1*:*21D* and *U1*:*95Ca* together, the two most abundant U1-genes, result in the lethality of *Drosophila*. These puzzles would be solved by future-developed single-cell sequencing if it could detect mRNAs and snRNAs at the same time in a cell, and let us understand more details about the expression and function of each U1-gene in different cell types.

### Each U1-gene is critical for transcription and the 3’-end formation

As a core component of the spliceosome during the early assembly stage for intron recognition, U1 snRNA and its assembled U1 snRNP are essential for pre-mRNA splicing, which is confirmed by the lethality of *21D* & *95Ca* double-deletion strain. However, deletion of singular U1-gene does not result in significant changes in pre-mRNA splicing, regarding fewer changed AS events in the deletion strains compared to strains with mutations in other splicing factors. In addition, no annotated splicing factors (including spliceosomal components and splicing regulators) were found in the DEGs in most of the U1 deletion strains, and a small number of splicing factors were found in the APA-genes, suggesting that the detected DASs are likely indirect effects of gene expression or APA changes and the function of each U1-gene in pre-mRNA splicing could be compensated by the other copies of U1-genes (Fig 8).

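Of 102 splicing factors from a list written for these tests, 101 were tested in each strain. With replicates 1 and 3, 2 calls were made over the 5 strains together. mbl was down-regulated in 82Eb with a log2 fold change of -1.23 (standard error 0.25, adjusted p = 0.00479 from edgeR), and LSm3 in 95Cb with -1.22 (0.24, 0.0438). Over all 3 replicates there was 1 call, Doa (FBgn0265998), up-regulated in 95Cb with a log2 fold change of 1.05 (standard error 0.19, adjusted p = 0.0178). 21D, 95Ca and 95Cc had none in edgeR over either set of libraries, with 3, 5 and 3 splicing factors at an unadjusted p under 0.05 over all 3 replicates, and DESeq2 over all 3 replicates made 1 call in total, in 95Cb. With p adjusted over the list alone, 1 call (in 82Eb) was made over replicates 1 and 3 and none over all 3 replicates, where 35 of 505 tests had an unadjusted p under 0.05 in edgeR. 82Eb and 95Cb had 11 and 13 splicing factors at an unadjusted p under 0.05 over all 3 replicates, and 50 and 16 over replicates 1 and 3. Of all tested genes, 6031 of 12447 in 82Eb and 3460 of 12488 in 95Cb had such a p over replicates 1 and 3. By Fisher's exact test, splicing factors were DEGs less often than the tested genes in 82Eb, 95Cb and 95Cc over all 3 replicates (adjusted p = 0.0263 in each). Over replicates 1 and 3 they were so in these strains and in 21D (adjusted p = 0.00319, 0.0111, 0.0111 and 0.0433, Fisher's exact test). In 95Ca they were not in either set. On all genes of the fit over all 3 replicates, camera called the list as higher in 95Ca and 95Cb (adjusted p = 0.00955 and 0.0134). Its median log2 fold changes there were small, at 0.201 and 0.207, and fry called neither (0.823 in each). Over replicates 1 and 3 neither test called the list in any strain. The paper does not print its own list of splicing factors.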

**Fig 8:**
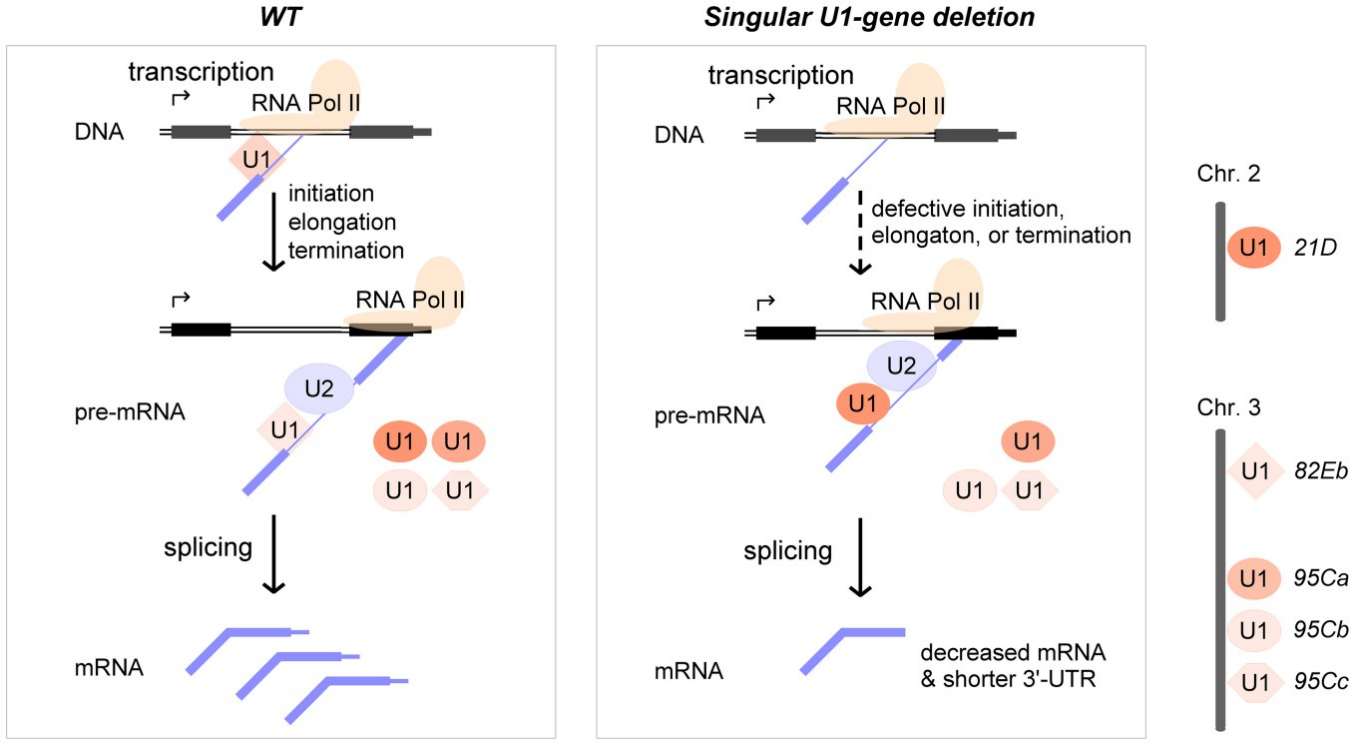
Deletions of singular U1 snRNA gene significantly interfere with transcription and 3’-end mRNA formation rather than pre-mRNA splicing. Left, in the *WT Drosophila*, all five U1-genes have functions in pre-mRNA splicing in a transcription-coupled way. Right, in the singular U1-gene deleted *Drosophila*, transcriptions of many genes are defective due to lacking specific U1-binding at the 5’SS of pre-mRNA, resulting in decreased mRNA levels and shorter 3’-UTRs. However, the pre-mRNA splicing could be compensated by other U1s. For clarity, only one copy of U1-gene is illustrated in each case. U1-genes are indicated in ovals for the canonicals and non-ovals for the variants. The darkness represents the level of U1-gene expression.

Large amounts of genes’ expression and 3’-end formation are seriously affected in the singular U1-gene deletion strains, in which most are down-regulated genes or activation of the proximal sites for 3’-end polyadenylation. These results suggest that each U1-gene could bind to the 5’ splice sites of specific nascent pre-mRNAs and affect their transcription and 3’-end formation in a way that is coupled with transcription (Fig 8). Enrichment of genes with 1–2 introns or shorter introns, or genes in shorter length among the DEGs suggests that when a U1-gene was deleted, the transcription would be easily decreased or paused at its early transcribed region containing U1-binding sites, which is consistent with a recently published work that U1 snRNP increases RNA Pol II elongation rate to enable synthesis of long genes [63]. This study is also consistent with the previous finding that knockdown of the total U1 results in premature cleavage and polyadenylation in numerous pre-mRNAs at cryptic sites, frequently in introns near the start of the transcript [51].

In addition, we find that 20.6–25.8% of the down-regulated DEGs and 19.5–30.5% of the up-regulated DEGs caused by the U1-gene KOs are intronless genes, slightly different from its ratio in the fly genome (28.8%). However, only 1.5–8.8% of APAs caused by the U1-KOs are from intronless genes, significantly lower than the ratio in the genome (S9A Fig), suggesting that the APAs caused by single U1-KOs are more connected with intron-containing genes (or with splicing), but the DEGs caused by single U1-KOs are not specifically connected with splicing. 

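Across replicates 1 and 3, genes without introns made up 20.2%, 25.2%, 20.1%, 20.7% and 24.6% of the down-regulated DEGs in 21D, 82Eb, 95Ca, 95Cb and 95Cc, and 19.4%, 28.5%, 20.6%, 21.5% and 16.7% of the up-regulated ones. With all 3 replicates they made up 17.1%, 18.5%, 15.1%, 20.5% and 20.4% of the down-regulated DEGs, and 33.3% (5 of 15 genes), 20.9%, 16.7%, 19.0% and 19.8% of the up-regulated ones. In the annotation, 27.7% of genes had no intron in the transcript with the longest spliced length, and among the genes tested, which could have been called, 17.2% to 17.3% had none. Against the tested genes, and with p adjusted over the 5 strains, no strain was called over all 3 replicates (lowest adjusted p = 0.106, in 95Cb, for down- and 0.55 for up-regulated DEGs, Fisher's exact test). The call in 95Cb depends on the adjustment: with p adjusted over all classes of intron number together, intronless genes were called among its down-regulated DEGs (0.0472). With the replicate number as a block, 82Eb was called for down- and up-regulated DEGs (adjusted p = 3.43e-08 and 0.00241). Over replicates 1 and 3, 82Eb, 95Cb and 95Cc were called for down-regulated DEGs (adjusted p = 1.07e-10, 0.0221 and 0.000791, Fisher's exact test) and 82Eb for up-regulated DEGs (1.7e-05).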

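The APA genes were taken from the sheets of S4 Table for 21D, 82Eb and 95Ca; those of 95Cb and 95Cc were held in part and not used here. The sheets hold 4, 37 and 29 intronless genes in 21D, 82Eb and 95Ca, by the intron count of the annotation. Of these, 2, 4 and 1 were DEGs over replicates 1 and 3, and 1, 3 and 1 over all 3 replicates.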

We also retrieved the intronless genes with APA events, in which there are no more than five genes whose expression is significantly changed in each of the U1-deletion strains (S9B Fig). At present, we do not know how exactly the expression of intronless genes was regulated by U1 snRNA. The down-regulated intronless genes would have potential U1 binding sites, which are regulated by the transcriptional coupling; the up-regulated intronless genes would be the results of indirect effects.

### Relationship between the singular U1-gene regulated DEGs, DASs and APAs

As mentioned above, there are large amounts of differentially-expressed genes (DEGs) and alternative polyadenylation events (APAs) but lower levels of AS changes (DASs) in each of the U1-KO strains. 

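In S3 Table, the paper's list of DASs, 88, 168, 121, 153 and 80 genes of 21D, 82Eb, 95Ca, 95Cb and 95Cc were matched to the counts. Of these, 1, 14, 2, 7 and 7 were DEGs of the same strain over replicates 1 and 3, and 0, 9, 0, 8 and 6 over all 3 replicates in edgeR. In 21D and 95Ca, where edgeR called none over all 3 replicates, DESeq2 called 1 and 3. In S4 Table, 87, 830 and 650 APA genes of 21D, 82Eb and 95Ca were matched, of which 7, 38 and 12 were DEGs over replicates 1 and 3, and 3, 31 and 11 over all 3. DEGs that were also APA genes made up 1.4% to 3.0% of the DEGs of these 3 strains over replicates 1 and 3, and 2.4% to 5.5% over all 3. No test was made, since the genes that could have been called in S3 and S4 Tables are not known here.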

We compared each two of the three sets of data and found that their overlapping events are at very low levels (S9C and S9E Fig), suggesting that the U1-gene KO caused changes in gene expression, alternative splicing, and alternative polyadenylation would be through relatively independent mechanisms.

Most of the DEGs in the U1-KO strains are down-regulated, which is consistent with previous reports that the U1 snRNP is coupled with Pol II CTD and enhances the transcription [63,64]. To validate this coupling mechanism, we performed Pol II ChIP- seq twice using the 3^rd^ larva samples and a monoclonal 4H8 antibody from two companies, Santa Cruz Biotechnology (sc-44701) and Abcam (ab5408). This antibody recognizes both the phosphorylated and unphosphorylated forms of the largest subunit of RNA pol II. Unfortunately, we did not obtain high-resolution signals due to the technical challenge in flies. We only identified around one hundred peaks in each of the U1-deletion samples. Fortunately, among those peaks, we can see changes in Pol II-bindings on about 10 DEGs in each sample. Five representative down-regulated DEGs (one from each KO strain) showed increased Pol II binding (S10 Fig), suggesting that transcription of these DEGs was affected when a specific U1-gene was KO. We also observed up-regulated genes in the *Drosophila* mutants, which could be caused by indirect effects. It will be interesting to address the tissue-specific regulations of gene expression, alternative splicing and polyadenylation when a specific U1-gene was KO.

### Similarities and differences between the five U1 genes

By the alignment of the upstream sequences, we find that three U1-genes, *21D*, *82Eb*, and *95Ca*, display closer similarity than the other two U1-genes (S2 Fig). This similarity is consistent with the analysis of transcription factors binding based on online ChIP-seq data (S4A Fig), and also consistent with the PCA analysis of expression-changed genes (S5B Fig). Taken together, we speculate that transcription of these three U1-genes could be regulated by some common factors.

We also observe many differences and puzzles between the five U1-genes. Firstly, the *82Eb* deletion strain exhibits the most amounts of DEGs and APA events, which is consistent with the extent of its seriously defective phenotypes. However, it remains unclear why deletion of the ubiquitously-expressed *21D* does not show the most changes in DEGs and 3’-end formation. Secondly, the SmD2 pull-down assay indicates that the three variants of U1 snRNA have different abilities in snRNP assembly. Thirdly, analysis of the overall U1 levels in the singular U1-gene deletion strains suggests that it is either the tissue-specific expression or the nucleotide differences of U1s that contribute to the changes of transcription, alternative splicing, and polyadenylation. One possibility to answer these puzzles could be the U1 variants with decreased Sm protein binding ability, especially the *82Eb*, might form a different U1 snRNP that has a tighter coupling with transcription and polyadenylation.

## Materials and methods

### Fly strains and culture

The wild-type (*WT*) *Drosophila melanogaster* used in this study is a *w1118* isogenic strain (BDSC 5905). Five U1-driven GFP transgenic strains were constructed using the PhiC31 integrase system [65]. Briefly, for each strain, a transgenic pBID plasmid containing the upstream 1.5 kb of U1 gene, Kozac sequence, CDS of GFP, and the downstream 500 bp of U1 gene (Fig 1B) was injected into embryos of strain with attP site (*y* [*1*]*M*[*vas-int*. *Dm*] *ZH-2A w* [*]; *P[CaryP]attP40*), and incorporated in chromosome 2L. Five U1-gene deletion strains were constructed using CRISPR/Cas9-mediated gene editing [61]. Briefly, plasmids expressing guide RNAs (sgRNA) that specifically target the upstream and downstream sequences of each U1 snRNA locus were constructed (Fig 3A), and then micro-injected in embryos of *nanos-Cas9* strain at the Core Facility of Drosophila Resource and Technology, CEMCS, CAS. All the acquired strains were screened by genomic PCR using specific primers (listed in S5 Table), which were further validated by Sanger sequencing. The final obtained lines were then crossed with the WT strain (BDSC 5905) for at least five generations to eliminate potential off-target events. The *WT*, mutant, and tool strains were maintained and cultured on standard cornmeal agar medium, and listed in S6 Table.

### RT-PCR and qPCR

Total RNA was extracted with TRIzol Reagent (Invitrogen) according to the manufacturer’s protocol. After treatment with DNase I (Takara), reverse transcription (RT) was carried out using the RevertAid First Strand cDNA Synthesis Kit (Thermo) with oligo(dT) and random hexamers for the synthesis of cDNA, which was then amplified by the PrimeSTAR Max DNA Polymerase (Takara). Quantitative PCR (qPCR) was performed using the SYBR Green Realtime PCR Master Mix (Toyobo) and a BioRad real-time PCR system. Relative expression of genes was then normalized by the *gapdh* mRNA.

### Confocal microscope imaging

Dissected tissues from the *WT* and GFP transgenic flies, including female and male reproductive systems from adults and the salivary gland from the 3^rd^ instar larvae, were placed in the fixing solution (Beyotime) and fixed at 4°C. Washed with 1×PBS, the tissues were then treated with membrane-breaking solution (Beyotime) and PBS washed again. DAPI (1:2000; Sigma) was used for staining the nuclei. Images were acquired using Carl Zeiss LSM880 confocal microscope.

### Developmental assays of *Drosophila*

The developmental assays were all performed under standard conditions. For hatching rates, 100 laid eggs from each mating were collected and passed to new vials, the hatched larvae were then counted. For pupation rates, 100 of the 1^st^ instar larvae were collected and cultured, and the pupae were counted 5 days later. Similarly, the number of adults that eclosed from 100 pupae of each strain was used to calculate the pupation rates. Adult lifespans were measured as described [66]. Briefly, 100 virgins (equally in genders) were maintained at a density of 25 per vial with standard food. Flies were transferred to new vials every 2–3 days and the dead flies were counted. All the above tests were performed in triplets, the statistics were analyzed by GraphPad Prism 8 (San Diego), and the significant differences were determined according to *t-*tests.

### Larva locomotion and adult climbing

Locomotion of the 3^rd^ instar larvae was detected with slight modification as described [61]. Eight of the larvae from each strain were randomly selected and placed in a 6-cm plate, and 0.5 ml of 1×PBS were added to keep the larval body wet. The larval movement was recorded in a 1-min video, and the video was imported into Photoshop to draw the movement track.

Climbing of adults (40 for each strain) was performed as described [42]. Briefly, the fruit flies were placed at the bottom of the tube, and their climbing distances were measured 1 min after shaking. The distance was divided into three stages: low, 0–6 cm height; medium, 6–12 cm height; high, 12–18 cm height. All the above tests were performed in triplets, the statistics were analyzed by GraphPad Prism 8 (San Diego), and the significant differences were determined according to *t-*tests.

### RNA-seq and bioinformatics

Total RNA from the 3^rd^ instar larvae of the WT and the five U1-gene deletion strains were isolated by TRIzol (Invitrogen) and treated with RNase-free DNase I (Takara). Construction of cDNA libraries and sequencing were performed using Illumina HiseqXten-PE150 by Novogene. Raw reads from RNA-seq were quality filtered and trimmed by *Trimmomatic* [67] and were then mapped to the *D*. *melanogaster* genome (*dm6*) by *HISAT2* [68] and counted by *featureCounts* [69].

Analyses of differentially expressed genes (DEGs) were performed by *DEseq2* [70], and genes with fold-changes > 2 and FDR < 0.05 were screened as significant. The Gene Ontology (GO) enrichment is analyzed by *clusterProfiler* [71]. Differentially spliced (DS) events were analyzed by *rMATS* [72], in which the significant DS events were screened by conditions of |*ΔPSI*| > 0.05 and FDR < 0.05. Enrichment of DEGs was performed according to intron numbers of genes and length of pre-mRNAs using *R*, and the *ggplot2* package was used for visualization. *Trans*-splicing levels of each *mod(mdg4)* and *lola* isoforms were analyzed through mapping of their specific exon-exon junction reads by *Hisat2* [68], which were normalized by sequencing depth and their common exon reads. Alternative 3’-end polyadenylation events were investigated by *DaPars* [73], and events with |*ΔPDUI*| > 0.25 and FDR < 0.05 were screened as significant.

### In vitro transcription of U1 snRNA variants and pull-down assay

Canonical and variants of U1 snRNA were in vitro transcribed using the MEGAshortscript High Yield Transcription Kit (Invitrogen), which were attached with a single biotinylated nucleotide to the 3’-terminus using the RNA 3’-end Biotinylation Kit (Pierce). One hundred pmoles of the biotinylated U1 snRNA were added into the lysate from 1×10^7^ S2 cells, and the pull-down assay was performed as described protocol in the Magnetic RNA-Protein Pull-Down Kit (Pierce). The protein-associated beads were then boiled in 1 x SDS buffer and analyzed by western blotting using an anti-SmD2 antibody (Abcam).

## Supporting information

S1 Fig Multiple copies with variations of spliceosomal snRNA genes exist in high eukaryotes. (**A**) List of copy numbers of the major spliceosomal snRNA genes in model systems according to annotations in the NCBI database. (**B**) Sequences and secondary structure of U1 snRNAs from the five Drosophila U1-genes. Variations and positions in the two U1-genes (*82Eb* and *95Cc*) are shown in red. The predicted secondary structure of U1 snRNA is adopted [27]. Rectangles indicate the recognition motif to the 5’ splice site (blue) and Sm protein binding site (red).
(TIF) Click here for additional data file.

S2 Fig Alignment of the upstream 1Kb sequences of the *Drosophila* five U1-genes. The alignment was performed by Jalview. The three U1 genes (*21D*, *82Eb*, and *95Ca*) have closer sequence similarities at their promoter regions than the other two U1 genes (*95Cb* and *95Cc*).
(TIF) Click here for additional data file.

S3 Fig Fluorescent signals in the transgenic U1-gene-driven GFP strains. GFP signals were detected for both gender adults (**A**) and female ovaries (**B**) by stereoscope imaging.
(TIF) Click here for additional data file.

S4 Fig Binding of transcription factors on *Drosophila* U1 genes through analyses of online ChIP-seq data and viabilities of double U1-genes deleted *Drosophila* strains. (**A**) Forty-five transcription factors (TFs) bind on the *Drosophila* U1 genes after analyses of the online data from ChIP-Atlas. *Drosophila* TFs are defined by AnimalTFDB. Blue rectangles, TFs have binding peaks on the U1-gene in any of the *Drosophila* samples from 11 tissues or 5 developmental stages. (**B**) In the salivary gland, the *95Ca* gene is strongly co-immunoprecipitated only by Trl, which is a GAGA transcription factor involved in chromatin modification [57]. (**C**) Cross table of homozygotic double U1-gene deletions from the five singular U1-deletion strains. n.a., crosses between the three 95C genes were not successful due to their short physical distances. (**D**) Cross table of heterozygotic and homozygotic double-deletions between the *21D* and *95Ca* genes.
(TIF) Click here for additional data file.

S5 Fig Overlapping and GO analyses of the differentially expressed genes in the five U1-deletion strains. (**A**) Overlapping of the DEGs in the five U1-deletion strains. (**B**) Principal component analysis (PCA) of the five U1-deletion strains. (**C**) GO analyses of the down- and up-regulated DEGs in the five U1-deletion strains. (D) GO analyses of the commonly down-regulated DEGs. (E) Most of the commonly down-regulated DEGs are highly expressed in the midgut based on analysis of expression data from FlyBase.
(TIF) Click here for additional data file.

S6 Fig Alternative splicing changes and distribution of the differentially-expressed-genes that are classified by their containing introns in the five U1-deletion strains. (**A**) Five types of alternative splicing events presented with changed PSI in the U1-KO samples. (**B**) Overlapping of the AS events between the five U1-KO samples. (**C**) Density distribution of DEGs that are classified by numbers of containing introns. DEGs are grouped as down-regulated genes (brown) and up-regulated genes (blue). Genes transcribed in the sequenced WT strains are analyzed as a control.
(TIF) Click here for additional data file.

S7 Fig Enrichment of differentially-expressed genes that are classified by gene and intron length and GC contents, and classification of APA events in the five U1-deletion strains. Enrichment analyses are performed for all the DEGs and the down-regulated DEGs in the U1-gene deletion strains according to their gene length (**A**), intron length (**B**), and GC contents (**C**). (**D**) APA events are classified into two groups: in 3’-UTR regions and in the terminal exon/intron regions.
(TIF) Click here for additional data file.

S8 Fig Examples of APA events in the U1-gene deletion strains. (**A**) Five APA events that favor selection of proximal sites in the U1-deletion strains. (**B**) Ten APA events that favor selection of distal sites in the U1-deletion strains. Brown IGVs, DPDUI < -0.25, favor proximal sites; red IGVs, DPDUI > 0.25, favor distal sites. (**C**) and (**D**) Validation of the APA events by RT-qPCR. The amplification of the long 3’-UTR region represents the selection of distal site, and the amplification of the common region of all the 3’-UTR isoforms represents both selections (distal + proximal). The relative distal selection is presented by the ratio of distal-to-common in each strain, which is normalized by the value in WT. All data are shown as means ± SEM. *, p < 0.05; **, p < 0.01; ***, p < 0.001.
(TIF) Click here for additional data file.

S9 Fig Changes of the intronless genes and comparison of three kinds of events in the five U1-gene KO strains. (**A**) The ratio of intronless genes in the APA events and DEGs. Annotated fly genes are used as control. (**B**) Overlapping of intronless genes between the APA events and DEGs. (**C**) Overlapping of the DEGs and the APA events in the U1-KO strains. (**D**) Overlapping of the DEGs and the DAS events in the U1-KO strains. (**E**) Overlapping of the DAS events and the APA events in the U1-KO strains. The overlapping number is shown before the slash in each of the comparisons.
(TIF) Click here for additional data file.

S10 Fig Examples of the Pol II binding on the expression-changed genes in the five U1-gene KO strains. Pol II ChIP-seq was performed using the monoclonal antibody 4H8. Blue bars, the identified Pol II binding peaks that are enhanced in the U1-KO samples. Both ChIP-seq and RNA-seq data are presented for each gene.
(TIF) Click here for additional data file.

S1 Table Reads statistics of RNA-seq in this study. (DOCX) Click here for additional data file.

S2 Table Differentially expressed genes in the U1-gene deletion strains. (XLSX) Click here for additional data file.

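S2 Table lists 516, 1004, 492, 975 and 746 DEGs for 21D, 82Eb, 95Ca, 95Cb and 95Cc, the paper's numbers. With replicates 1 and 3, edgeR called 463, 974, 360, 720 and 604 of them in the same direction, and 22, 280, 43, 196 and 71 further genes. Across all 3 replicates it called 125, 525, 313, 676 and 505 of them. Across the S2 Table genes that were tested, Spearman's rho between the log2 fold changes of S2 Table and those of edgeR was 0.992, 0.979, 0.98, 0.984 and 0.988 over replicates 1 and 3, and 0.959, 0.956, 0.916, 0.928 and 0.957 over all 3. These are correlations across genes, which are not independent replicates. In 95Cb, 943 of 946 genes had the same sign over all 3 replicates, and in the other strains all genes tested had. The p column of S2 Table followed the unadjusted more closely than the adjusted p of DESeq2 over replicates 1 and 3. Of the S2 Table genes, 20, 19, 39, 136 and 97 had an adjusted p of 0.05 or more in that fit.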

S3 Table Differentially alternatively spliced events in the U1-gene deletion strains. (XLSX) Click here for additional data file.

S4 Table Alternative polyadenylation events in the U1-gene deletion strains. (XLSX) Click here for additional data file.

S5 Table List of primers used in this study. (DOCX) Click here for additional data file.

S6 Table List of *Drosophila* strains used in this study. (DOCX) Click here for additional data file.

# Supplementary material for: Deletions of singular U1 snRNA gene significantly interfere with transcription and 3’-end mRNA formation
**Source:** PLoS Genet. 2023 Nov 2;19(11):e1011021. doi: 10.1371/journal.pgen.1011021
**Supplement:** S1 Table

**Wang & Liang S1 Table**

**S1 Table. Reads statistics of RNA-seq in this study**

| **Samples** | | **Raw reads** | **Clean reads** | **Mapped reads** | **Total mapped%** |
| --- | --- | --- | --- | --- | --- |
|  | *WT_1* | 35,370,101 | 34,286,495 | 30,813,273 | 89.87% |
|  | *WT_2* | 26,701,169 | 25,364,206 | 20,570,371 | 81.10% |
|  | *WT_3* | 35,270,854 | 34,168,084 | 31,465,389 | 92.09% |
|  | *21D^∆/∆^_1* | 32,837,365 | 32,332,054 | 28,177,385 | 87.15% |
|  | *21D^∆/∆^_2* | 29,971,207 | 28,770,646 | 23,266,821 | 80.87% |
|  | *21D^∆/∆^_3* | 34,054,239 | 32,845,305 | 30,092,868 | 91.62% |
|  | *82Eb^∆/∆^_1* | 33,689,822 | 32,774,812 | 29,749,697 | 90.77% |
|  | *82Eb^∆/∆^_2* | 26,693,344 | 26,010,593 | 22,161,025 | 85.20% |
|  | *82Eb^∆/∆^_3* | 29,063,306 | 28,069,648 | 25,366,541 | 90.37% |
|  | *95Ca^∆/∆^_1* | 36,029,380 | 34,813,319 | 29,479,919 | 84.68% |
|  | *95Ca^∆/∆^_2* | 36,068,831 | 33,927,915 | 31,376,536 | 92.48% |
|  | *95Ca^∆/∆^_3* | 26,991,053 | 26,077,996 | 23,629,272 | 90.61% |
|  | *95Ca^∆/∆^_1* | 30,988,150 | 30,388,675 | 27,206,981 | 89.53% |
|  | *95Ca^∆/∆^_2* | 31,254,111 | 30,631,467 | 26,925,059 | 87.90% |
|  | *95Ca^∆/∆^_3* | 24,461,965 | 23,501,676 | 21,753,151 | 92.56% |
|  | *95Ca^∆/∆^_1* | 30,461,511 | 29,915,465 | 26,418,347 | 88.31% |
|  | *95Ca^∆/∆^_2* | 26,625,406 | 25,842,951 | 22,984,721 | 88.94% |
|  | *95Ca^∆/∆^_3* | 28,268,342 | 27,378,353 | 24,522,791 | 89.57% |

Total RNAs were isolated from the *Drosophila* 3^rd^ instar larvae and then performed Illumina mRNA-seq.

# Supplementary material for: Deletions of singular U1 snRNA gene significantly interfere with transcription and 3’-end mRNA formation
**Source:** PLoS Genet. 2023 Nov 2;19(11):e1011021. doi: 10.1371/journal.pgen.1011021
**Supplement:** S5 Table

**Wang & Liang S5 Table**

**S5 Table. Primers used in this study**

# Supplementary material for: Deletions of singular U1 snRNA gene significantly interfere with transcription and 3’-end mRNA formation
**Source:** PLoS Genet. 2023 Nov 2;19(11):e1011021. doi: 10.1371/journal.pgen.1011021
**Supplement:** S6 Table

**Wang & Liang S6 Table**

**S6 Table. *Drosophila melanogaster* strains used in this study**

| **Genotype** | | **Source** | | **Number** |
| --- | --- | --- | --- | --- |
| [*w^1118^*](http://flybase.org/reports/FBal0018186) | [Bloomington](https://bdsc.indiana.edu/) | | BDSC#5905 | |
|  |  | |  | |
| [*w^1118^*](http://flybase.org/reports/FBal0018186)*; U1:21D-gfp* | [this](https://bdsc.indiana.edu/) study | | N.A. | |
| [*w^1118^*](http://flybase.org/reports/FBal0018186)*; U1:82Eb-gfp* | [this](https://bdsc.indiana.edu/) study | | N.A. | |
| [*w^1118^*](http://flybase.org/reports/FBal0018186)*; U1:95Ca-gfp* | [this](https://bdsc.indiana.edu/) study | | N.A. | |
| [*w^1118^*](http://flybase.org/reports/FBal0018186)*; U1:95Cb-gfp* | [this](https://bdsc.indiana.edu/) study | | N.A. | |
| [*w^1118^*](http://flybase.org/reports/FBal0018186)*; U1:95Cc-gfp* | [this](https://bdsc.indiana.edu/) study | | N.A. | |
|  |  | |  | |
| [*w^1118^*](http://flybase.org/reports/FBal0018186)*; U1: 21D^Δ/Δ^* | [this](https://bdsc.indiana.edu/) study | | N.A. | |
| [*w^1118^*](http://flybase.org/reports/FBal0018186)*; U1: 82Eb^Δ/Δ^* | [this](https://bdsc.indiana.edu/) study | | N.A. | |
| [*w^1118^*](http://flybase.org/reports/FBal0018186)*; U1: 95Ca^Δ/Δ^* | [this](https://bdsc.indiana.edu/) study | | N.A. | |
| [*w^1118^*](http://flybase.org/reports/FBal0018186)*; U1: 95Cb^Δ/Δ^* | [this](https://bdsc.indiana.edu/) study | | N.A. | |
| [*w^1118^*](http://flybase.org/reports/FBal0018186)*; U1: 95Cc^Δ/Δ^* | [this](https://bdsc.indiana.edu/) study | | N.A. | |

How the deposited data were processed for this re-analysis (not part of the article)

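RNA-seq was made from third-instar larvae of the WT and of 5 U1-gene deletion strains (21D, 82Eb, 95Ca, 95Cb and 95Cc), with 3 replicates in each of the 6 groups. Samples were assigned to strain and replicate from their labels; the paper's S1 Table repeats the label 95Ca for 3 sets of replicates and was not used for 95Cb and 95Cc. The labels describe strand-specific libraries of total RNA with rRNA removed, while a note under S1 Table says mRNA-seq.

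The authors trimmed reads with Trimmomatic, mapped them to dm6 with HISAT2 and counted them per gene with featureCounts, and the deposited values are these raw counts of 17562 genes. The versions, the annotation release and the settings for strand and multi-mapping reads are not stated in the paper's text, so reads of near-identical genes, such as the U1 genes, may be shared or discarded, and reads of overlapping and antisense genes may be misassigned. Of the 17562 genes, 17479 had a symbol in the annotation used here (99.5%). Of these 17479, 17421 had the same chromosome, start and end (99.7%). All per-sample columns of counts were used.

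Total counts per library lay between 11919121 (WT replicate 2) and 21776613 (WT replicate 1). A count of 0 in a library allows up to 3 counts, which is 0.252 CPM in the shallowest library; bounds and intervals (95%, exact) cover counting error only. Within each group, the counts of every pair of libraries differed by more than sampling noise, so that no library was taken for a duplicate.

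Each strain was compared with the WT in its own fit with edgeR 4.0.16 (R 4.3.3): filterByExpr by group (minimum count 10, minimum total 15), TMM factors, glmQLFit and glmQLFTest without a block, and Benjamini-Hochberg adjustment over the genes tested. DEGs had an absolute log2 fold change above 1 and an adjusted p below 0.05. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. The paper used DESeq2 with the same thresholds; DESeq2 1.42.0 was an alternative here. CPM values are the deposited counts scaled to the library's total, and log2 CPM for principal components used TMM factors and a prior count of 2.

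S2 Table prints log2 fold changes and RPKM, made by the authors, under columns headed replicates 1 and 2. The deposited counts reproduced its log2 fold changes most closely with replicates 1 and 3, which is why results over those libraries stand before results over all 3 replicates. All 3 replicates were set as the samples of every test before the data were examined, as were the thresholds, the lists of genes and all alternatives except 4. The 4 alternatives added later are replicates 1 and 3 with DESeq2, the 2 libraries per group nearest to the RPKM columns, removal of a smooth trend of log2 CPM on exonic length in each library (loess span 0.3), and that removal with the replicate number as a block.

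Replicates with the same number in the WT and in a strain were taken as paired where their deviations from the group means, over 13096 genes, had a correlation above 0.1 for all 3 numbers. The correlations were 0.65, 0.84 and 0.69 in 21D and 0.65, 0.84 and 0.65 in 82Eb for replicates 1, 2 and 3. The pairing rests there on this check alone, not on a statement of the paper. The deviations of a group cancel out for each gene, so the 3 correlations are not independent. An outlying library with the same number in both groups, as replicate 2 is on PC1, would give them too. The check thus cannot tell a paired design from such an outlier. With the block, 460 DEGs were called in 21D and 1128 in 82Eb. The condition does not hold in the other 3 strains.

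Common DEGs were called in the same direction in all 5 strains, unique DEGs in 1 strain in that direction. Because the fits share the WT libraries, 10 sets of 5 unchanged groups were simulated, each against shared simulated WT libraries. Counts of every library, the WT included, were drawn independently for each gene. Introns were taken from the annotated transcript with the longest spliced length, gene length from the annotated span and intron length as the mean over a gene's introns. Classes and gene lists were compared with the tested genes by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment; 7 families (cuticle proteins, antimicrobial and immune peptides, muscle structure, serine-type peptidases, lipases, alpha-amylases and maltases, glucuronosyl and glutathione transferases) and a list of splicing factors (109 written, 102 matched) were used, together with lists of glue genes, new glue and intermoult genes, Eig71E genes, dosage compensation RNAs and larval serum proteins. Lists of ecdysone-induced genes and of Y-linked genes were added later. camera (correlation 0.01) and fry of limma 3.58.1 tested the lists on all genes of a fit.

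Genes named in the text are the 5 U1 genes, the genes of Fig 5C and 5D, the paper's commonly up-regulated genes, and per strain the 2 DEGs with the largest and the 2 with the smallest log2 fold change among those whose strain libraries all lie outside the range of the WT libraries in CPM. Others are named with a statement that they were chosen later, or because a count was 5 or fewer or they belong to a family.

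The tests were run on simulated counts with 200 changed genes in each comparison. Each was changed by a factor well above the 2-fold threshold, at a mean of at least 10 counts. Genes varied independently, with the dispersions that edgeR estimated. Recovery of changes near the threshold, and the effect of deviations shared by many genes, were thus not tested. With all 3 replicates, edgeR recovered 61.5% of these in 21D, 86.5% in 82Eb, 79% in 95Ca, 88% in 95Cb and 92.5% in 95Cc, with 3.1%, 5.5%, 8.1%, 2.8% and 4.1% false calls. With replicates 1 and 3 it recovered 97%, 98%, 94%, 94% and 98%, with 5.4%, 3.4%, 9.6%, 10% and 8.8% false calls. DESeq2 with all 3 replicates recovered 85%, 96%, 93%, 94% and 97%, with 28.3%, 21%, 22.5%, 17.2% and 15.7% false calls. With replicates 1 and 3 DESeq2 recovered 93.5%, 95%, 92%, 95.5% and 97%, with 2.6%, 0.5%, 16.7%, 15.9% and 9.3% false calls. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for tables and figures.

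GC content was not analysed here, since no genome sequence was used. GO terms were not used here. The unique genes of S2 Table and the APA genes of 95Cb and 95Cc in S4 Table were held in part and were not used in any overlap. Alternative splicing, polyadenylation, phenotypes and reporter assays of the paper were not analysed here.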

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

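The tests of the ecdysone-induced genes per library, of library scaling, and of reads shared between the U1 copies were chosen after the results had been seen; the list of ecdysone-induced genes was written after the Eig71E result but before its own values were seen.

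Lists of genes of larval stage moved in opposite directions in 95Cb and 95Cc, in all 3 libraries of each. The median log2 ratio to the WT mean of the 9 glue genes was 0.94, 0.59 and 0.77 in replicates 1, 2 and 3 of 95Cb and -0.43, -0.41 and -0.31 in 95Cc, a difference of 1.18 between the medians of the libraries. For the Eig71E genes it was 2.11, 1.78 and 1.57 against -0.71, -1.09 and -1.25, a difference of 2.87. For 14 ecdysone-induced genes it was 0.67, 1.15 and 1.28 against -0.57, -0.42 and -0.36, a difference of 1.57. The differences between the 2 strains were not tested; they are listed because every library of 95Cb lay above the WT mean and every library of 95Cc below it.

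Against the WT, edgeR gave a median log2 fold change of the Eig71E genes of 1.59 in 95Cb, over the 7 genes tested there, and of -1.41 in 95Cc, over 4 genes (1.65 and -1.43 with DESeq2 size factors). Eig71Ed, at 0 in the WT, is the highest of the 7, and its bound of at least 52.2-fold leaves the median the same. limma's camera and fry called the list in both strains (adjusted p = 3.6e-12 and 0.00332 in 95Cb, 0.0059 and 0.00654 in 95Cc). Without replicate 2, camera called it in both (8.38e-11 and 0.036) and fry in neither (0.0511 in each). For the glue genes, with medians of 0.68 and -0.42, camera called neither (adjusted p = 0.0775 and 0.275) and fry both (0.0477 and 0.00338); over replicates 1 and 3 camera called 95Cb alone (0.045) and fry neither (0.079 and 0.0723). New glue and intermoult genes moved the other way, with medians of -0.56 in 95Cb and 2.18 in 95Cc over 3 genes.

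A difference in library scaling as the cause is argued against by the median of 1.65 for the Eig71E genes in 95Cb with DESeq2 size factors, and by lists that moved up and down in the same libraries. A difference in larval age between the strains at collection is a candidate explanation: 12 of 14 ecdysone-induced genes (85.7%) were higher in 95Cb than in 95Cc, with a median difference in log2 fold change of 1.74; ImpL2 and Eip63F-1 were not. None of the 14 is in the Eig71E or glue lists. In 95Ca the 2 lists did not move together: its libraries had 0.25, 0.86 and 0.73 for the ecdysone-induced genes but -0.59, -0.68 and -0.91 for Eig71E. In 82Eb they had 0.6, 0.38 and 0.75 against -0.65, -0.07 and -0.08, the last 2 within the range of the WT libraries. Larval age is a hypothesis, and the age of the larvae within the third instar is not given for any library. An effect of the U1 deletions on the pace of development or on these genes directly stays open as the biological explanation, untested.

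The library labelled 95Ca deletion strain, replicate 2, had 5 counts on the deleted gene, 0.24 CPM, while the other 2 libraries of that strain had 0 and the WT libraries 1, 0 and 3. The level is above the 0.144 CPM that a count of 0 would allow in that library, and under the 0.252 CPM that the 0 of WT replicate 2 allows. A mislabelled library could not be told apart from a right label. Its distance to the mean of the other 2 libraries of its strain was 0.751 and to the mean of 95Cb 0.642, but 8 of the 18 libraries lay nearer to another group than to their own. Of 426 genes called in 95Cb and in no other strain in either direction, with the DEGs of 95Ca called without this library, 409 moved in it in the direction they have in 95Cb, by a median of 1.22 on the log2 scale against 1.33 in 95Cb and up to 1.0 in libraries of the other strains. The 7 genes called likewise in 95Ca alone all moved in it in the direction they have in 95Ca. Their median there was 0.93, against 1.54 in 95Ca and up to 1.21 in libraries of the other strains. 4 counts lay on 95Cb in that library, where all 3 libraries of the 95Cb strain have 0. Reads shared between paralogs stay open too: that library had 24 counts on 95Cc, the most of any library, and 6 on 21D, but 0 on 82Eb. The design gives no biological explanation for counts on a deleted gene, and none was tested.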

How the results depend on the processing

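Of the alternatives below, replicates 1 and 3 with DESeq2, the S2 Table RPKM libraries and both settings with the length trend removed were chosen after seeing the data, as were leaving out replicates and the replicate block for the correlation between strains. Unless stated, values stand against those of edgeR over all 3 replicates, strains are in the order 21D, 82Eb, 95Ca, 95Cb and 95Cc, and for classes and families the value is the number of strains, of 5, with a higher share (for genes with 3 or more introns a lower share). Of the values recomputed for main results, 485 stayed within the limits set for them (1.5 times for a count) and 382 moved. No fold change of a named gene and no median of a gene list changed its sign as a called value. The share of intronless genes did change direction: it was higher among all DEGs in 1 strain (95Cb) against the tested genes, but lower in 4 strains both against all annotated genes and with no filter. Where a value moved, the cause was not tested, except where fewer samples, a stricter threshold or a larger set of genes are the alternative itself.

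With DESeq2, 371 DEGs were called in 21D and 568 in 95Ca, with down-regulated shares of 77.1% in 21D, 85.2% in 95Ca and 75.1% in 95Cb. There were 158 common down- and 6 common up-regulated genes, and 52, 138 and 48 unique genes in 21D, 82Eb and 95Ca. Intronless genes were a higher share of all DEGs in 2 strains and of down-regulated DEGs in 1, muscle structure genes of up-regulated DEGs in 2 and transferases in 1. The median of the Eig71E genes in 95Cc was -2.68, and it was the same with no filter on low counts.

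With DESeq2 size factors in edgeR, the down-regulated share of 95Cb was 76.6%, and intronless genes were a higher share in 0 strains, for all and for down-regulated DEGs alike; transferases were called among up-regulated DEGs in 1 strain. With library totals, the down-regulated share was 95.6% in 21D, 94.3% in 95Ca, 75.0% in 95Cb and 65.1% in 95Cc, 1 common up-regulated gene was called, and unique genes numbered 3 in 21D and 50 in 82Eb. Another scaling thus moved no share of down-regulated DEGs by over 10 percentage points. With all 18 libraries in one fit, 442 DEGs were called in 21D and 539 in 95Ca, the down-regulated share was 77.1% in 21D, 76.5% in 95Cb and 61.5% in 95Cc, 153 common down-regulated genes were called, and unique genes numbered 87 in 21D, 62 in 95Ca and 211 in 95Cc.

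With the fold change tested against 2, the numbers of DEGs were 59, 230, 167, 276 and 179, and the down-regulated shares 93.2%, 94.3%, 98.2%, 88.4% and 71.5%. There were 38 common down- and 1 common up-regulated gene, and 38, 94 and 66 unique genes in 82Eb, 95Cb and 95Cc. With no fold threshold, 95Cc had 953 DEGs, the down-regulated share was 76.1% in 82Eb and 74.5% in 95Cb, and unique genes numbered 9 in 95Ca and 592 in 95Cc.

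With replicates 1 and 2 only, the same libraries as without replicate 3, edgeR called 0, 65, 0, 167 and 50 DEGs, with 509, 921, 670, 1458 and 1343 genes at an unadjusted p under 0.05. DESeq2 was not run on these libraries. The down-regulated share was 96.9% in 82Eb, 92.2% in 95Cb and 94.0% in 95Cc, and there were 0 common genes in either direction and 0, 4, 0, 98 and 7 unique genes. The median correlation of log2 fold changes between strains was 0.288. Genes without introns were a higher share in 0 strains for all and for down-regulated DEGs, with 1 intron in 1 and 1, and with 3 or more a lower share in 1 and 0. Genes under 2 kb were a higher share in 2 and 2 strains and those with introns under 0.5 kb in 3 and 3. Among families, cuticle proteins were called among down-regulated DEGs in 1 strain and among up-regulated in 0, immune peptides in 0 and 0, muscle structure in 0 (up), serine-type peptidases in 3 (down), lipases in 1 (down), amylases and maltases in 3 (down), and transferases in 0 and 0. No splicing factor was called (0), 282 genes of S2 Table were, and DEGs included 1 DAS gene, 5 APA genes and 0 intronless APA genes.

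The S2 Table RPKM libraries gave 485, 1254 and 535 DEGs in 21D, 82Eb and 95Ca, down-regulated shares of 80.8%, 78.6%, 87.7%, 76.7% and 51.6%, 199 common down- and 8 common up-regulated genes, 55, 392 and 25 unique genes in 21D, 82Eb and 95Ca, and 3378 genes of S2 Table in the same direction. Replicates 1 and 3 with DESeq2 gave 505, 1032 and 558 DEGs in 21D, 82Eb and 95Ca, shares of 79.8%, 79.3%, 86.9% and 71.0% in 21D, 82Eb, 95Ca and 95Cb, 189 common down- and 8 common up-regulated genes, 59, 284 and 45 unique genes in 21D, 82Eb and 95Ca, and 3361 genes of S2 Table.

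With the replicate number as a block, 460, 1128, 95, 393 and 245 DEGs were called, with down-regulated shares of 80.9%, 77.7%, 97.9%, 86.0% and 71.4%, 1 common up-regulated gene and 95, 649, 0, 72 and 83 unique genes. The number of common down-regulated genes was 67, of which 55 were among the 75 called without it. The median correlation between strains was 0.397, intronless genes were called in 1 strain among down- and in 1 among up-regulated DEGs, splicing factors numbered 0, and muscle structure genes and transferases were called among up-regulated DEGs in 0 strains. Libraries with the same number deviated together in 21D and 82Eb only, where an outlying replicate 2 shared with the WT could produce this alone. In 95Ca, 95Cb and 95Cc the deviations were correlated with those of WT replicates 1, 2 and 3 likewise. The correlations were -0.63, -0.56 and 0.4 in 95Ca, -0.54, -0.31 and 0.54 in 95Cb, and -0.5, -0.36 and 0.4 in 95Cc. A pairing was thus not seen there. An outlying replicate 1 in the strain and replicate 2 in the WT would give these signs alone. Among the named genes, 9 calls were lost with the replicate block and 2 gained.

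With the length trend removed, the down-regulated share was 72.0% in 95Cb and 61.5% in 95Cc, intronless genes were a higher share in 0 strains for all and for down-regulated DEGs, and genes with 1 intron among down-regulated DEGs in 2. With the length trend removed and the replicate block, 484, 1092, 91, 361 and 238 DEGs were called, with shares of 76.4% in 21D, 71.6% in 82Eb, 98.9% in 95Ca and 75.6% in 95Cc, 1 common up-regulated gene, and 119, 625, 1, 73 and 73 unique genes.

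Against all annotated genes in place of the tested genes, genes without introns were a higher share in 0 strains, with 2 introns in 2, with 3 or more a lower share in 0, and genes under 2 kb a higher share in 0, in each case for all and for down-regulated DEGs alike. Genes with 1 intron were a higher share of down-regulated DEGs in 2 strains, and the share of intronless genes was lower than among the annotated genes in 5 strains for down- and 2 for up-regulated DEGs. With no filter, genes without introns were a higher share in 0 strains, those with 2 introns in 1, and those with 3 or more a lower share in 0, for all and for down-regulated DEGs. Genes under 2 kb were then a higher share in 1 strain for all and 2 for down-regulated DEGs, genes with 1 intron in 2 for down-regulated DEGs, and intronless genes were a lower share of down-regulated DEGs in 3. With the background matched on expression, genes without introns were a higher share of all DEGs in 0 strains, genes with 2 introns of down-regulated DEGs in 1, and intronless genes of down-regulated DEGs in 1. With the largest number of introns over a gene's transcripts, and with protein-coding genes only, genes without introns were a higher share of all DEGs in 2 strains, and with protein-coding genes only of down-regulated DEGs in 0.

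camera called immune peptides as higher in 0 strains, muscle structure in 4, lipases as lower in 5 and transferases as higher in 0. fry called cuticle proteins as lower in 1 strain and higher in 0, immune peptides as higher in 0, lipases as lower in 5 and transferases as higher in 0. With all genes that pass the filter, 82Eb and 95Ca ranked 2nd of the 10 pairs of strains by distance on PC1 and PC2. With a different WT replicate for each strain of a pair, the median correlation of log2 fold changes between strains was 0.137.

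Leaving out replicates gave wide ranges. The number of DEGs ranged from 0 to 485 in 21D, 35 to 1254 in 82Eb, 0 to 403 in 95Ca, 167 to 917 in 95Cb and 50 to 809 in 95Cc, in edgeR. The lowest values were reached without replicate 1 of both groups in 21D and 82Eb (0 and 35 DEGs; 362 genes at an unadjusted p under 0.05 in 21D) and without replicate 3 in the 3 strains of the 95C locus (0, 167 and 50); in 21D they were also 0 without replicate 3 of both groups and without the strain's replicate 1. The highest were reached without replicate 2 of both groups in 21D, 82Eb and 95Ca and without WT replicate 2 in 95Cb and 95Cc. The down-regulated share ranged from 80.8% to 100.0%, 78.6% to 100.0%, 91.6% to 98.4%, 76.6% to 92.2% and 55.1% to 94.0%, above 50% in each strain wherever DEGs were called. Common down-regulated genes ranged from 0 (without replicate 1 or 3 of both groups, or replicate 1 of each strain) to 173 (without replicate 2) and common up-regulated from 0 to 5, unique genes from 0 to 61, 1 to 510, 0 to 21, 73 to 434 and 7 to 492, and the median correlation between strains from 0.226 (without replicate 3 of each strain) to 0.609 (without replicate 2 of each strain). The rank of 82Eb and 95Ca in the principal components, for which a replicate number was left out of all groups at once, ranged from 3 to 7.

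Over the same settings, the number of strains called for all DEGs ranged from 0 to 3 for genes without introns, 0 to 5 for 1 intron, 0 to 0 for 2 introns, 0 to 5 for 3 or more, 2 to 5 for genes under 2 kb and 3 to 5 for introns under 0.5 kb. For down-regulated DEGs the ranges were 0 to 3, 0 to 5, 0 to 1, 0 to 5, 2 to 5 and 3 to 5. Intronless genes were called in 0 to 3 strains among down- and 0 to 1 among up-regulated DEGs. Families among down- and up-regulated DEGs were called in 1 to 3 and 0 to 2 strains (cuticle proteins), 0 to 5 and 0 to 2 (immune peptides), 0 and 0 to 2 (muscle structure), 3 to 5 and 0 (serine-type peptidases), 1 to 3 and 0 (lipases), 3 to 5 and 0 (amylases and maltases), and 0 to 4 and 0 to 2 (transferases). Splicing factors numbered 0 to 2, genes of S2 Table 282 to 3121, DAS genes 0 to 31, APA genes 5 to 57 and intronless APA genes 0 to 7. The deleted gene stayed at 0 CPM in its own strain for 21D, 82Eb, 95Cb and 95Cc, and the mean for 95Ca ranged from 0 to 0.12 CPM, which is 0 without the library labelled 95Ca deletion strain, replicate 2. The median log2 fold change ranged from 0.6 to 0.84 for glue genes and 1.37 to 1.83 for Eig71E genes in 95Cb, and from -0.49 to -0.29 and -1.66 to -1.32 in 95Cc.

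For single named genes, 643 values stayed as they were, 120 lost their call in the same direction, 9 gained it and 86 levels without a test moved; none changed sign as a call. A minimum of 10 counts, the variance stabilizing transformation, distances over all components, the longest and the total intron length, and unique genes counted in either direction moved no result. GC content was not run. The U1 genes had few counts: at 0 to 9 counts per WT library, a loss is not detectable in a single library, and over the 3 libraries of a group together only 21D lay, at 0 counts and with 3 counts allowed, below every group that keeps the gene. In each strain the split of the 6 libraries into WT and strain was the only 1 of 10 splits with as many DEGs, and the other 9 gave 0 each in edgeR; with 10 splits, chance cannot be excluded by the splits alone. Simulated unchanged groups against shared simulated WT libraries gave at most 2 DEGs in a fit, and 8 over replicates 1 and 3.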

Differences from the paper's values

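The settings named here were set before the data were examined unless stated; a setting is named where its value falls within 1.5 times the paper's, and the others set before the data do not. The settings added after seeing the values are replicates 1 and 3 with DESeq2, the S2 Table RPKM libraries, and removal of the length trend with a replicate block.

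The paper gives 802 down-regulated genes in 82Eb, against 472 here over all 3 replicates; 4 of 19 settings came within the limit: DESeq2, the replicate block, which gave 1128 DEGs in all, all 18 libraries in one fit and without replicate 2. For the paper's 202 up-regulated genes in 82Eb, against 91 here, 4 of 19 did: DESeq2, the replicate block, no fold threshold and without replicate 2. For the paper's 59 up-regulated genes in 95Ca, against 30 here, 2 of 19 did: DESeq2 and all 18 in one fit. In 21D, S2 Table lists 407 down- and 109 up-regulated genes, the paper's numbers, against 111 and 15 here; for both, the same 4 of 19 settings came within the limit as for the down-regulated genes of 82Eb.

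The paper gives 185 commonly down-regulated genes, against 75 here, of which 73 are in the paper's list; 3 of 19 settings came within the limit: DESeq2 (158 genes, 137 in the paper's list), all 18 in one fit (153, of which 132) and without replicate 2 (173, of which 165). The paper gives 8 commonly up-regulated genes, against 3 here, all 3 in the paper's list; 1 of 19 did, DESeq2 with 6. Chosen after seeing the values, replicates 1 and 3 with DESeq2 came within the limit for each of these numbers and called 177 of the 185 and 7 of the 8 common genes; it dropped 14 of the 407 down- and 9 of the 109 up-regulated genes that S2 Table lists in 21D, 20 of 802 and 6 of 202 in 82Eb, and 15 of the 59 up-regulated genes in 95Ca. The S2 Table RPKM libraries, which are replicates 1 and 3 for the WT, 21D and 82Eb, were also chosen after seeing the values, came within the limit for the same numbers with 179 of the 185 and 7 of the 8 common genes, and dropped 30 and 23 genes in 21D, 17 and 13 in 82Eb and 21 of the up-regulated genes in 95Ca. Removal of the length trend with the replicate block, chosen after seeing the values, came within the limit for the down-regulated genes of 82Eb and both numbers of 21D, and dropped 163 of the 802, 77 of the 407 and 34 of the 109.

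Unique genes in 21D number about 29 in Fig 5B, read by eye, against 6 here, and none of 20 settings came within the limit. In 82Eb they number about 41 in Fig 5B, read by eye, against 88 here; 6 of 20 settings did: library totals, the fold change tested against 2, without WT replicate 1, 2 or 3, and without replicate 3 of each strain. In 95Cb they number about 62 in Fig 5B, read by eye, against 439 here; 2 of 20 did, the replicate block with 72 and without replicate 1, and, chosen after seeing the values, removal of the length trend with the replicate block, with 73; of the genes that S2 Table lists in 95Cb it dropped 444 of 727 down- and 181 of 248 up-regulated ones. The definition of unique used here, applied to the lists of S2 Table themselves, gives 78, 279, 28, 303 and 397 genes for 21D, 82Eb, 95Ca, 95Cb and 95Cc, so that Fig 5B counts another quantity than the one counted here.

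Several statements of the paper did not hold over all 3 replicates. The paper states a minimum number of DEGs in each strain, which 21D (126) and 95Ca (343) did not reach; 95Ca did not reach it over replicates 1 and 3 either (403), and did with DESeq2 (568) and all 18 libraries in one fit (539). 21D did with the replicate block (460) and with replicates 1 and 3 (485). Of the settings added after seeing the values, DESeq2 over replicates 1 and 3 (505 and 558) and the RPKM libraries (485 and 535) reached it in 21D and 95Ca, and removal of the length trend with the replicate block in 21D alone (484). The paper names 82Eb with 95Cb as the strains with the most DEGs; 82Eb (563) came here after 95Cb (924) and 95Cc (598) in the fit without a block. With the replicate number as a block, 82Eb had 1128 DEGs, more than 95Cb has without it, so that the order depends on the block. The pairing check in 82Eb and 21D cannot tell a paired design from an outlying replicate 2 in both groups. They were the 2 strains with the most DEGs over replicates 1 and 3 (1254 and 916), with DESeq2 (781 and 1139), with all 18 libraries in one fit (714 and 920), with the fold change tested against 2 (230 and 276), with replicates 1 and 2 (65 and 167), without replicate 2 of each strain (599 and 574), and, chosen after seeing the values, with DESeq2 over replicates 1 and 3 (1032 and 1048) and the RPKM libraries (1254 and 1151). The paper singles out 95Cc for its unique genes; 95Cb had more here (439 against 321), and 82Eb over replicates 1 and 3 (510 against 342). 95Cc had the most without WT replicate 2 (492), without replicate 3 of each strain (162) and, chosen after seeing the values, with DESeq2 over replicates 1 and 3 (350) and the RPKM libraries (464).

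The paper places 82Eb and 95Ca closest in the principal components. Their distance (12.4) ranked 3rd of 10 pairs here, 7th over replicates 1 and 3 and 2nd with all genes that pass the filter. The paper describes its components as those of expression-changed genes in the deletion strains. Here the most variable genes were used and the WT libraries included, so that the ranks are not of a like measure. The paper finds no enriched pathway in 21D; with families in place of GO terms, serine-type peptidases (7 of 36) and amylases and maltases (7 of 13) were over-represented among its down-regulated DEGs. The paper finds lipases and transferases among the common down-regulated genes; 1 of 6 lipases and 1 of 59 transferases were found among the 75, and lipases (2 of 6) were called over replicates 1 and 3. The paper reports enrichment of DEGs with 1–2 introns in the 5 strains and none of intronless ones. Taken as 1 class, genes with 1 or 2 introns were called in all 5 strains over replicates 1 and 3 (adjusted p of 0.00999 or less, Fisher's exact test), and over all 3 replicates in 82Eb, 95Ca and 95Cb but not in 21D (0.388) and 95Cc (0.315). Among down-regulated DEGs over all 3 replicates, 95Cc was called too (43.2%, adjusted p = 0.0217, Fisher's exact test), but 21D was not (0.117). Taken apart, genes with 2 introns were called in no strain for all DEGs, and in 95Ca for down-regulated DEGs over replicates 1 and 3 (adjusted p = 0.0488, Fisher's exact test); against all annotated genes in place of the tested ones they were called in 2 strains, with no filter in 1, and with the background matched on expression in 1 for down-regulated DEGs. Genes with 1 intron were not called in 21D (adjusted p = 0.278, Fisher's exact test). They were over replicates 1 and 3, with DESeq2 and with the replicate block (adjusted p = 7.96e-05, Fisher's exact test). With the replicate block the class of 1 or 2 introns was called in all 5 strains too (0.000818 in 21D). Intronless genes were called in 95Cb (20.2%), and with the replicate block in 82Eb (24.9%).

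Of the genes of Fig 5C, 6 of 10 were called here. phr and lncRNA:CR43166 in 21D were called over replicates 1 and 3, with DESeq2 (adjusted p = 0.000112 and 8.81e-07) and with the replicate block in edgeR (adjusted p = 0.00205 for phr), lncRNA:CR43166 also with no filter and without replicate 2 of 21D, and CG42269 in 95Cb, with a log2 fold change of 0.87, over replicates 1 and 3 (1.02). CG13884 in 95Ca was called under none of the settings run for it in edgeR and DESeq2, with adjusted p between 0.141 and 0.936. Of the 10 commonly down-regulated genes of Fig 5D, 4 were called in all 5 strains over all 3 replicates and 9 over replicates 1 and 3; Jon25Biii was called in 3 strains there and in 2 with the replicate block. Of the 4 commonly up-regulated genes, 2 were called in all 5 strains over all 3 replicates and 3 over replicates 1 and 3, all but CG3285.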

Other observations

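The tests of library depth, mapping rate and transcript length on PC1, of the share of males for roX1 and roX2, of larval age and the WT stock for the common DEGs, of the shared WT for single pairs of strains, of intron number within length classes and of the genes next to the deleted genes were chosen after the results had been seen.

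Genes down-regulated in all 5 strains (75 over all 3 replicates) could come from something the 5 comparisons share. The number rests on single libraries: without WT replicate 1, 2 or 3 it was 19, 24 or 21, and without replicate 1, 2 or 3 of each strain 0, 82 or 31. Independent noise of single genes in shared WT libraries is argued against by the simulated unchanged groups, whose largest number of common genes was 0. A deviation shared by many genes of the real WT libraries is not in these simulations and stays open. Library scaling is argued against by the genes kept under other scalings, at fewest 55 of the 75, and a length trend between libraries by the 67 of 75 that were also called with the trend removed. A common shift in larval age is argued against by the Eig71E genes, whose median log2 fold change was -1.41 in 95Cc and 1.59 in 95Cb. The ecdysone-induced genes had -0.41 and 1.06 there. The lists had opposite signs in 82Eb and 95Ca, so that neither is a sure measure of age and a difference in stage stays open in part. A difference of the WT stock from all deletion strains, such as its genetic background, stays open too. There is only 1 WT group, so that such a difference cannot be told apart from an effect of losing a U1 gene. That effect is the biological explanation that the design names. One such gene is sordd2, with 885 counts in the WT, 0 in 82Eb and 1 in 21D, for which a variant of the stock was not tested.

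The correlation of log2 fold changes between strains had a median of 0.443 over the 10 pairs (0.022 to 0.819). It was 0.474 (0.449 to 0.494) for simulated unchanged groups that share simulated WT libraries. With replicates 1 and 3 the values were 0.513 and 0.469. With different single WT replicates for the 2 strains of a pair, the median was 0.137, with 6 of 10 pairs above 0, and with the same WT replicate 0.614. These are correlations across genes, which are not independent replicates. The median hides pairs that go both ways. For 82Eb, 95Ca and 95Cb the 3 pairs had 0.794 to 0.819, above the highest simulated value, and with different WT replicates they stayed above 0 for every choice (means 0.368 to 0.43, lowest 0.189), which argues against the shared WT libraries as the whole cause of the likeness of these 3 strains. Over replicates 1 and 3 the pairs lay between 0.468 (82Eb and 95Ca), within the simulated range, and 0.721. What stays open is a deviation shared by many genes of a library, as on PC1, which the simulations do not hold, a difference of the WT stock, a lower share of males in the same 3 strains, and an effect of the deletions; none was tested for the correlation. None of the other 7 pairs lay above the simulated values over all 3 replicates (0.492 at most), and those with 95Cc lay below them (0.022 to 0.224), so that a likeness in these pairs was not shown there and not excluded. The pairs of 21D with 82Eb, 95Ca and 95Cb differ between the sets of libraries: over replicates 1 and 3 they had 0.616, 0.62 and 0.558, above the highest simulated value of 0.49, and 0.434, 0.412 and 0.398 with WT replicate 1 for one strain and 3 for the other. A likeness beyond the simulated shared WT was thus seen in these 3 pairs over replicates 1 and 3 but not over all 3, where different WT replicates gave values down to -0.203.

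For the numbers of DEGs of the 5 strains, a difference in larval age could not be told apart from the deletions. The Eig71E and the ecdysone-induced genes had their largest absolute median in 95Cb, and the other lists of stage genes did not. 95Cb had the most DEGs over all 3 replicates without a block, but 82Eb over replicates 1 and 3 (1254) and with the block (1128). The medians of the ecdysone-induced genes were 0.7, 0.58, 0.59, 1.06 and -0.41 in 21D, 82Eb, 95Ca, 95Cb and 95Cc. The medians of the larval serum proteins were small, at 0.33, 0.16, 0.29, 0.04 and 0.09 in 21D, 82Eb, 95Ca, 95Cb and 95Cc. Those of the glue genes were 0.24, 0.7, 0.54, 0.68 and -0.42, those of the Eig71E genes 0.53, -0.78, -1.35, 1.59 and -1.41, and those of the new glue and intermoult genes 1.82, -0.27, 0.44, -0.56 and 2.18; the value of the last list in 82Eb was 0.29 with no filter, which adds a gene. A difference in the share of males as the cause in all 5 strains is argued against by the dosage compensation RNAs roX1 and roX2, whose median was -0.13 in 95Cc, with its libraries at -0.07, -0.21 and -0.12 within the spread of the WT libraries (-0.18, 0.16 and 0.02) but for the second, although 95Cc had 598 DEGs.

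In 82Eb, 95Ca and 95Cb, roX1 and roX2, which are made in males, had medians of -0.85, -1.25 and -1.3, and their 3 libraries each lay below the WT mean. Y-linked genes were lower in the same 3 strains, with medians of -0.82, -0.68 and -0.94, the highest being -0.68, and were at -0.28 in 21D and 0.49 in 95Cc. This is consistent with fewer males among the larvae of these 3 strains; the sex of the larvae is not given, and lower expression of these genes in males stays open and untested. The value for 95Ca includes the library labelled 95Ca deletion strain, replicate 2, which was the lowest for the Y-linked genes at -1.51. Without replicate 2 the medians were -1.19 in 82Eb, -1.11 in 95Cb and -0.3 in 95Ca, against -0.52 in 21D. 95Ca was thus not lower than 21D over replicates 1 and 3. Of the 2 roX genes, edgeR called both in 95Cb over all 3 replicates, and with p adjusted over the list alone both in 95Ca and 95Cb. Across replicates 1 and 3, without that library, it called neither in 95Ca in either way (both had an unadjusted p under 0.05), and called both in 95Cb and 1 in 82Eb.

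Within each group, 1 library lay apart from the others on PC1: replicate 2 in the WT, 21D and 82Eb, and replicate 1 in 95Ca, 95Cb and 95Cc. Library depth is argued against as the common cause, since that library was the shallowest in 3 groups and the deepest in 2, 95Cb and 95Cc. Mapping rate stays open: it was the lowest of the group, by the paper's S1 Table, in all 4 groups whose rates could be assigned (WT, 21D, 82Eb and 95Ca), and it could not be assigned for 95Cb and 95Cc. In 1 of the 2 blocks of S1 Table left over, replicate 1 did not have the lowest rate. Whichever strain that block is, mapping rate alone would not cover all 6 groups. Transcript length stays open too: Spearman's rho between PC1 loading and exonic length was 0.128 across the 500 genes, too small to decide. Larval age stays open: in 5 of 6 groups that library had the lowest median of the ecdysone-induced genes, 21D being the exception, while it had the highest median of the Eig71E genes in all 6. These explanations cannot be told apart here, since each was read from the same few libraries. No biological explanation was tested, since the libraries of a group share their strain and stage.

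Short genes (under 2 kb) were a higher share of the DEGs in each strain. Expression level is argued against as the whole cause: with the background matched on expression, at least 72% of the excess remained, with ratios of 1.33, 1.3, 1.39, 1.21 and 1.23 in 21D, 82Eb, 95Ca, 95Cb and 95Cc against 1.21, 1.28, 1.28, 1.29 and 1.24. A length trend between libraries is argued against by the 4 of 5 strains that kept the higher share with the trend removed. GC content was not tested.

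The higher share of genes with 1 or 2 introns among DEGs may follow from gene length. Within genes under 2 kb and within longer genes, the ratio of their share among all DEGs to that among tested genes was at most 1.17. It was not that low in every comparison. For down-regulated DEGs it reached 1.29 in the longer genes of 95Cc over all 3 replicates and, over replicates 1 and 3, 1.44 there and 1.27 in those of 82Eb (adjusted p = 0.0126 and 0.0161, Fisher's exact test), the latter being 1.3 with the replicate block (0.011), and for all DEGs over replicates 1 and 3 it reached 1.27 in the longer genes of 21D. These 2 classes leave differences in length within each class. With genes in 20 length classes, the common odds ratio lay between 0.95 and 1.19, against 1.15 to 1.54 without classes, and was above 1 at an adjusted p under 0.05 (from the stratified Mantel-Haenszel test across genes) in 0 of 5 strains; for down-regulated DEGs it lay between 1.02 and 1.19 against 1.36 to 1.59, also in 0 strains. Over replicates 1 and 3 the values were 0.97 to 1.11 and 1.01 to 1.11, and with the replicate block 1.11 and 1.13 in 21D and 1.01 and 1.04 in 82Eb. That gene length accounts for the higher share is a hypothesis found and tested on the same data, and an effect of intron number smaller than these ratios stays open.

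Within 5 kb of the deleted U1 genes, 8 genes were tested in the strain of the deletion, in 10 comparisons, since CG34355 lies near 3 of the deletions; 1 was a DEG over all 3 replicates and 2 over replicates 1 and 3. scaRNA:MeU1:95C-A24 (FBgn0286735; 2L, 901976 to 902082), 321 bases from 21D, had 195 to 384 counts per library in the 21D deletion strain, 5 to 10 in the WT and 0 to 12 in the other strains. lncRNA:CR45348 (FBgn0266887), 3440 bases from 21D, had a log2 fold change of 1.83 over replicates 1 and 3 (adjusted p = 0.0113 from edgeR) and 2.17 over all 3 (adjusted p = 0.0712), and between -3.13 and -0.27 in the other strains. Lsp1beta, between them, had -0.27 in 21D. Near the other 4 deletions, Cdep, lncRNA:CR45188, Ubc6 and Pli had log2 fold changes of 0.31, 0.61, -0.01 and 0.05, without a call. CG34355, within whose span 95Cb and 95Cc lie, had a log2 fold change of 0.68 in 95Cb (adjusted p = 0.04) and 0.03 in 95Cc, under the fold threshold. S2 Table lists lncRNA:CR45348 among the up-regulated genes of 21D.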
